# The renal response to FGF23 shifts from phosphaturia toward inflammation in kidney disease

**DOI:** 10.1002/ccs3.70061

**Published:** 2026-02-23

**Authors:** Matthias B. Moor, Mikhail Burmakin, Anna Levin, Gül Gizem Korkut, David Brodin, Annika Wernerson, Annette Bruchfeld, Peter Bárány, Anna Witasp, Jaakko Patrakka, Hannes Olauson

**Keywords:** cytokines, FGF23, inflammation, kidney disease, proteinuria, RNA deconvolution

## Abstract

FGF23 excess is associated with morbidity and mortality, but the role of excessive circulating FGF23 concentrations as a causative factor of pathology is controversial. Here, we investigated the consequences of FGF23 excess in kidney disease. This study used three disease models: anti‐glomerular basement membrane (anti‐GBM) disease, Adriamycin nephropathy, and adenine‐containing diets. Anti‐GBM and Adriamycin mice and matched control mice received recombinant FGF23 (1 µg) or vehicle for six days (anti‐GBM) or once (Adriamycin model), with dissection 24 h after the last injection. We established precision‐cut kidney slices (PCKS) in adenine nephropathy for 24 h of treatment with recombinant FGF23 or vehicle. We assessed serum cytokines, biochemistry, and renal transcriptomes and histology of mice and patients with IgA nephropathy. RNA‐Seq data and published transcriptomes underwent gene set enrichment, bulk ligand–receptor interaction analysis, and cell‐type decomposition. Experimental anti‐GBM disease caused decreased glomerular filtration rate, albuminuria, and renal tubular casts. FGF23 treatment increased phosphaturia and circulating soluble tumor necrosis factor receptor 1. The anti‐GBM model showed FGF23‐driven proinflammatory transcriptional signatures and Vcam1, Pdgfrb, and chemokine signaling, which were absent in FGF23‐treated healthy mice. FGF23 increased renal macrophage content by transcriptome deconvolution and by immunofluorescence. In Adriamycin‐induced nephropathy and in PCKS from adenine nephropathy, short‐term FGF23 excess increased proinflammatory transcripts. Human data revealed associations between circulating FGF23 and renal immune cell infiltration. We found FGF23‐driven renal patterns of proinflammatory gene and protein expression or leukocyte overabundance. The present data provide evidence that excess FGF23 directly drives inflammation in kidney disease and may serve as a therapeutic target.

## 1 INTRODUCTION

Patients with chronic kidney disease (CKD) experience substantial morbidity due to earlier and more frequently occurring cardiovascular events compared to the general population, in part driven by uremic toxins, a systemic inflammatory state, endothelial dysfunction, and vascular calcification. Vascular and other soft‐tissue calcification is, in part, caused by the failure of the kidney to sufficiently excrete phosphate due to an end‐organ resistance of the diseased kidney to the bone hormone fibroblast growth factor 23 (FGF23).^1^ Circulating concentrations of FGF23 can rise up to 1000‐fold in CKD, causing potential off‐target effects and alterations in cellular signaling.^2^ Experimental studies in mice showed that FGF23 excess drives left heart hypertrophy via FGF receptor 4 (FGFR4), calcineurin, and nuclear factor of activated T cells (NFAT).^3^, ^4^, ^5^ Intriguingly, adverse effects of FGF23 excess on the heart are independent of systemic phosphate load, and FGF23 acts synergistically with phosphate toxicity.^6^, ^7^ In addition, FGF23 also causes hepatocytes to produce acute‐phase proteins in a calcineurin‐dependent manner that may drive proinflammatory actions in other organs.^8^ However, renal adverse effects of FGF23 in CKD are less understood and, if they exist, underlie other mechanisms: Absence of FGFR4, the key mediator of cardiac adverse effects of FGF23, did not alter experimental CKD progression.^9^ Further, studies on adverse renal effects of FGF23 in mice revealed conflicting results: Others and we previously reported that systemic *Fgf23* overexpression decreased renal expression of *Klotho*, a key co‐receptor for FGF23 required for normal renal function.^10^, ^11^ Exogenic delivery of FGF23 also induced kidney fibrosis and profibrotic cellular signaling in injury‐primed renal fibroblasts.^11^, ^12^ In contrast, completely binding FGF23 by antibody in rats increased CKD mortality.^13^ Further, *Fgf23* gene delivery had protective effects on endothelium and reduced AKI severity in mice with renal ischemia‐reperfusion injury and contralateral nephrectomy.^14^

Among human studies, most observational data showed associations between circulating FGF23 and adverse cardiovascular outcomes, mortality, and also adverse renal outcomes in several consortia.^3^, ^15^, ^16^, ^17^ However, when assessing a potential causal effect by Mendelian randomization among the general population, genetically predicted circulating FGF23 concentrations were not associated with renal function.^18^ Even more, a meta‐analysis concluded that FGF23 is likely not causative for cardiovascular complications because of an absent exposure–response relationship and because noncardiovascular complications are also associated with FGF23 concentrations similar to those of cardiovascular complications.^15^

In the light of these controversies, it remains unresolved in the field whether FGF23 is merely a biomarker or a real causative agent of morbidity, such as CKD progression. With the intent of reducing this gap in knowledge, we performed experimental and observational studies on the adverse renal effects of FGF23 excess with a focus on CKD pathophysiology. Based on experimental glomerular disease with proteinuria‐induced tubular injury, data from genetically induced FGF23 excess in mice, and biochemical and advanced transcriptome analyses in patients with CKD, we, here, report that FGF23 induces proinflammatory cytokine expression and leukocyte migration to kidney tissue in kidney disease. Further, in isolated precision‐cut kidney slices (PCKS), we discovered kidney‐intrinsic cytokine expression in response to FGF23 in murine CKD, thus providing evidence of liver‐independent proinflammatory effects of FGF23 in kidney disease.

## 2 MATERIALS AND METHODS

### 2.1 Sex as a biological variable

Sex was not considered as a biological variable, and similar findings are expected for both sexes. Animals and human patients of both sexes were included, as reported in the respective sections.

### 2.2 Animal experiments

Mice of the C57BL/6J, DBA/2J, and BALB/c strains were purchased from Charles River or Scanbur. Mice were housed in single‐ventilated cages with a 12‐h light–12‐h dark cycle and had ad *libitum* access to water and standard chow (Lantmannen) unless indicated otherwise. Temperature was constant at 20 ± 2°C, and relative humidity was 50 ± 5%. In all mouse experiments, euthanasia was performed by terminal exsanguination and cervical dislocation under anesthesia with isoflurane USP (Baxter), followed by organ collection.

### 2.3 Kidney disease models

We performed animal experiments using 3 mouse models of kidney disease summarized in Supporting Information Table S1 and listed below:

i) Anti‐glomerular basement membrane (anti‐GBM) disease was induced in C57BL/6 mice, as described earlier.^19^ In brief, male mice aged 8 weeks were subcutaneously immunized with 400 μL/kg of sheep IgG in Freund's complete adjuvant (F5881, Sigma‐Aldrich). After four days, the mice were intravenously injected with 130 μL of nephrotoxic serum (NTS) obtained from Probetex (PTX‐001S). Control mice were treated with vehicle (PBS in the corresponding volume).
ii) For induction of an Adriamycin nephropathy resembling human focal segmental glomerulosclerosis (FSGS), we chose to extend the investigation to the female sex: Female BALB/c mice aged 8 weeks received a single intravenous injection of 10.5 mg/kg body weight Adriamycin (Sigma) that was diluted to 2 mg/mL in 0.9% NaCl_2_ or vehicle (0.9% NaCl_2_ in the corresponding volume), derived from a protocol established earlier in the laboratory.^20^
iii) A model of toxic tubulointerstitial kidney disease was established in male DBA/2J mice using adenine, as described earlier.^21^ In brief, male DBA/2J mice aged 8 weeks were fed a casein‐based diet containing 0.2% of adenine (ssniff Spezialdiäten GmbH). Throughout the experiments, weight, and overall appearance of all mice were scored 3 times per week. Spot urine and serum were collected at several time points during the study.

### 2.4 Hormone injections

Treatments with FGF23 hormone were applied using a modification of an earlier protocol.^22^ Recombinant human FGF23 was obtained from R&D Systems, Minneapolis, MN, USA, and distributed via Thermo Fisher (Cat. #100‐52). Mice of the anti‐GBM model and controls were randomly allocated to receive daily intravenous injections of 1 μg of FGF23 suspended in PBS‐BSA 0.1% (Sigma) or PBSA‐BSA 0.1% vehicle starting 1 day after receiving NTS. Mice of the Adriamycin model and corresponding controls were randomized for a single intravenous injection of 1 μg of FGF23 or PBS‐BSA 0.1% vehicle. Mice of both disease models were euthanized 24 h after the last injection of FGF23.

### 2.5 Glomerular filtration rate (GFR) assessment

To assess GFR in the anti‐GBM model at baseline and 7 days after disease induction, a transdermal fluorescence detector (MediBeacon) was placed on the shaved back and was used to measure and quantify the clearance of injected FITC‐sinistrin, as previously described.^23^

### 2.6 Precision‐cut kidney slices (PCKS)

PCKS were established from DBA/2J mice with adenine nephropathy using a protocol modified from a previous study of the laboratory.^24^ No disease‐free controls were used for PCKS. In brief, a Compresstome® VF‐310‐0Z Vibrating Microtome (Precisionary Instruments) filled with William’s E Medium GlutaMAX‐I buffer (WME solution, Thermo Fisher) containing 25 mM D‐glucose (Merck) was used to obtain 300 µm kidney slices containing approximately 2/3 cortex and 1/3 medulla. The slices were transferred to 12‐well plates and put into 1.5 mL of WME solution at 37°C and 95% oxygen for 20 h. Treatments were performed with PBS‐BSA 0.1% vehicle or recombinant human FGF23 (R&D Systems, #100‐52) at 200 ng/mL, followed by harvesting and freezing in 1 mL of RNAlater solution (Sigma‐Aldrich), direct storage at −80°C, or fixing overnight in tubes containing 4% formaldehyde (Sigma‐Aldrich).

### 2.7 Serum and urine biochemistry assessment

Biochemical parameters were analyzed using quantification kits according to the manufacturer's instructions, including blood urea nitrogen (BUN) using the BUN Colorimetric Detection Kit (EIABUN, Thermo Fisher), creatinine by colorimetric detection using a kit (K625, BioVision), and phosphate by a colorimetric kit (Cat. MAK‐030, Merck). Murine FGF23 was detected using ELISA kits for intact FGF23 (Immutopics, Inc., Cat. #60–6800) and C‐terminal FGF23 (Immutopics, Inc., Cat. #60–6300), and human FGF23 was measured using an ELISA kit for intact FGF23 (Immutopics, Inc., Cat. #60–6600), as per the manufacturer's instructions.

### 2.8 Immune protein array

For quantification of 40 inflammation‐related proteins in mouse serum, two Mouse Inflammation Array C1 kits (RayBiotech, #AAM‐INF‐1‐8) were used as per the manufacturer's instructions, with 60 µL of serum from up to three mice pooled per sample, for a total of 4 experimental groups with 4 independent biological replicates per group. Membranes were bathed in the kits' chemiluminescence reagents for 30 s. Images of the membranes were obtained on an Odyssey® XF Imaging System (LICORbio). Spots on digital images underwent densitometric quantitation using an ImageJ Protein Array Analyzer macro,^25^ with standard settings and linear background subtraction. The obtained data were analyzed using R/limma with Benjamini–Hochberg correction for multiple testing and interaction analysis in a two‐factorial design (factors: treatment with FGF23 vs. vehicle and disease state: anti‐GBM vs. healthy).

### 2.9 Histology

Organs were fixed in 4% formaldehyde and underwent paraffin embedding. Four‐μm‐thick sections were made, followed by standard staining using hematoxylin and eosin or the Masson's Trichrome Stain Kit (Cat. #HT15, Sigma‐Aldrich). Brightfield images were scanned using a ZEISS Axioscan 7 scanner. The presence or absence of renal tubular protein casts was determined by the following score: 0, no casts; 1, >0–20%; 2%, 20%–40%; 3%, 40%–60%; 4%, 60%–80%; 5, >80% of the tubules are affected.

### 2.10 Immunofluorescence

Paraffin‐embedded sections were dewaxed and rehydrated, followed by antigen retrieval at 98°C for 20 min in 10 mM Tris, 1 mM EDTA, and 5% Tween. Subsequently, slides were washed with PBS before blocking with Dako serum‐free protein block (X0909, Agilent) for an hour at room temperature. After this, slides were incubated overnight at 4°C with primary antibodies against CD45 (Abcam ab61100, 1:100) or F4/80 (Invitrogen, Cat. #14‐4801‐82, 1:50). Alexa Fluor‐conjugated secondary antibodies were from Invitrogen. Slides were co‐stained with Hoechst 33,342 (H3570, 1:10,000, Life Technologies) for 10 min at room temperature. Sudan Black B (0.1% in 70% ethanol, Cat. #199664, Sigma‐Aldrich) was applied for 25 min at room temperature, followed by mounting in Dako fluorescent medium (S3023, Agilent). Slides were scanned at 20X magnification using a Vectra 3 automated quantitative pathology imaging system (Akoya Biosciences). Subtraction of background signals and image export were performed using inForm® software (Akoya Biosciences). Images were exported for quantification of stained cells using QuPath version 0.5. After automated cell detection, the fraction of CD45‐positive immune cells underwent automated quantification using an intensity threshold, and F4/80‐positive macrophages underwent manual identification by a blinded investigator while comparing with the autofluorescence channel. For CD45 staining, the fraction of positive cells out of approximately 7000 cells per animal was reported, and for F4/80, approximately 3000 cells per animal were analyzed.

### 2.11 RNA isolation

A fragment of the renal pars intermedia per mouse was homogenized and lysed using a TissueLyser (QIAGEN) in 600 μL RLT buffer + DTT. RNA was then extracted using QIAGEN RNeasy Mini Kit (QIAGEN) according to the manufacturer's instructions.

### 2.12 RNA‐Seq (Illumina mRNA ligation kit)

Total RNA was subjected to quality control with the Agilent TapeStation according to the manufacturer's instructions. To construct libraries suitable for Illumina sequencing, the Illumina TruSeq Stranded mRNA ligation is used. A sample preparation protocol including cDNA synthesis, ligation of adapters, and amplification of indexed libraries was used. The yield and quality of the amplified libraries were analyzed using Qubit by Thermo Fisher and the Agilent TapeStation. The indexed cDNA libraries were normalized and combined. The pools were sequenced on the Illumina NextSeq 2000 with a P3 100 sequencing run generating 58 bp paired‐end reads.

### 2.13 Bulk RNA‐Seq data analysis

Demultiplexing was performed using bcl2fastq (v2.20.0). Reads were aligned to GRCm38 from Ensembl using STAR (v2.7.9a). Aligned reads were assigned to coding regions of various biotypes defined in Mus_musculus.GRCm38.102.gtf from Ensembl using featureCounts (v1.5.1). Annotations were collected from Ensembl BioMart using the biomaRt package. All comparisons were performed using the DESeq2 package. For anti‐GBM and Adriamycin experiments, the 3 contrasts, namely, disease status (kidney disease model vs. healthy controls), treatment status (FGF23 vs. vehicle), and the interaction between disease status and treatment status, were tested, with false discovery rates adjusted for the 3 contrasts combined by the Benjamini–Hochberg method. Gene set enrichment analysis (GSEA) was performed using the fgsea package with the Molecular Signatures Database (MSigDB) collection of gene sets. Ligand–receptor interaction analysis was performed using BulkSignalR v.0.0.9^26^ in differential mode.

### 2.14 Transcriptome dataset retrieval from public repositories

Publicly available microarray datasets of renal gene expression were retrieved from the Gene Expression Omnibus dataset browser, including kidney dataset GDS3361 of 8‐week‐old male *Fgf23* transgenic and control mice by Marsell et al.^27^ and kidney dataset GDS879 of 5‐week‐old sex‐balanced (60% males) mice carrying the Hyp mutation in the *Phex* gene (Supporting Information Table S1).^28^ Single‐cell RNA‐Seq data were downloaded from the Gene Expression Omnibus, including GSE107585 of murine kidney from 7 sex‐mixed healthy C57BL/6 mice by Park et al. and GSE199711 of human kidney from 3 patients with kidney disease and 2 nondiseased nephrectomy specimens by Lake et al.^29^, ^30^

### 2.15 Human cohort of patients with IgA nephropathy

We reanalyzed published data from 59 adult patients with IgA nephropathy (IgAN) from the Karolinska Kidney Biopsy Project in relation to demographic and clinical characteristics, medication data, and serum biochemistry.^31^ In addition, the diagnostic kidney biopsy evaluations were accessed, including the Oxford classification, and we obtained the processed RNA‐Seq count data from microdissected nonglomerular (tubular) fractions of the kidney. The RNA‐Seq analysis procedure, including filtering and normalization, is described in Levin et al.^31^

### 2.16 Bulk transcriptome deconvolution

For analyses of relative renal segment or cell‐type abundance, single‐cell RNA‐Seq datasets GSE107585 and GSE199711 were reanalyzed using Seurat 5.0.3. After excluding cells with less than 200 or more than 2500 RNA counts or cells with >30% mitochondrial RNA, normalization and clustering were performed, and clusters were manually annotated based on cluster‐specific expression and markers with reference to the original publications of the datasets.^29^, ^30^ Subsequently, Bisque v.1.0.5^32^ was used in reference‐based decomposition mode for deconvolution of bulk RNA‐Seq or microarray datasets.

### 2.17 Statistics

Data analyses and visualizations were made with RStudio 2023.12.1 and/or GraphPad Prism 8 or SuperPlotsOfData.^33^ Frequency data were analyzed by the chi‐square test, and continuous data were analyzed by the *t*‐test, paired *t*‐test, or two‐way ANOVA, as appropriate. Univariable and multivariable linear regression models were used with dependent variables as indicated, using adjustments for immune‐relevant confounders for multivariable models, namely, 25OH‐vitamin D, PTH, corticosteroid use (yes/no), and other immunosuppressants (yes/no). In the models, we also included an interaction term of measured GFR and cell abundance. Circulating immune proteins and RNA‐Seq data were analyzed in a 2‐factorial design using limma and DESeq2, respectively, as reported above.

### 2.18 Study approval

All animal experiments were carried out at Karolinska Institutet following the protocols approved by the Ethical Committee on Research Animal Care (Linköping Animal Experimentation Ethics Committee; DNR 1336). The Karolinska Kidney Biopsy Project was approved by the Swedish Ethical Review Authority. The reanalysis of existing transcriptomes in the public domain required no authorization.

## 3 RESULTS

### 3.1 Partial renal resistance of the phosphaturic response to FGF23 in mice with anti‐GBM disease

Previous work by others and us has shown systemic proinflammatory responses occurring under FGF23 excess in mice.^8^, ^10^ In this study, we aimed to substantiate the renal consequences of such adverse effects of FGF23 excess, using 2 mouse models with proteinuria‐induced proximal renal tubular dysfunction. We first induced anti‐GBM disease in adjuvant‐immunized C57BL/6 mice using nephrotoxic serum (Figure 1A), as previously described.^19^ Mice additionally received daily intravenous administrations of recombinant FGF23 or vehicle over 6 days (Figure 1A). We have previously assessed the morphological effects of this protocol of anti‐GBM disease induction using electron microscopy of the kidney, in which we detected severe podocyte effacement.^19^ In this study, we first verified the validity of the model by the decreased GFR at day 7 (Figure 1B), increased plasma creatinine and BUN (Supporting Information Table S2), the increased urinary albumin/creatinine ratio (uACR) in the anti‐GBM groups (Figure 1C), and by the tubular protein precipitates (casts) on renal histology resulting from proteinuria (Figure 1D).

**FIGURE 1:**
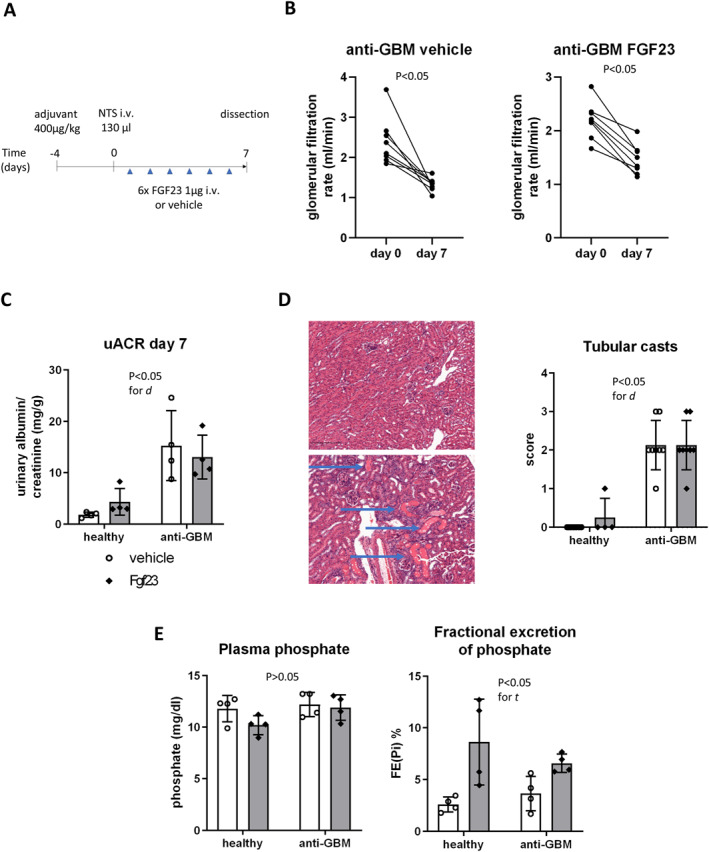
Anti‐GBM disease causes tubular damage and partial renal resistance to FGF23. (A) Depicts the experimental workflow in male C57BL/6 mice undergoing induction of anti‐GBM disease using nephrotoxic serum followed by 6 days of intravenous (IV) FGF23 or vehicle treatment. (B) Shows the glomerular filtration rate of different experimental groups at days 0 and 7. (C) Shows urinary albumin/creatinine ratio at day 7. (D) Shows the example renal sections negative or positive for renal tubular casts (arrows) and quantitative tubular cast scores. (E) Shows plasma phosphate and fractional excretion of phosphate of healthy mice and mice with anti‐GBM treated with vehicle or FGF23. Analyses in panel (B): paired *t*‐test. Analyses in panels (C–E): two‐way ANOVA. Anti‐GBM, anti‐glomerular basement membrane; d, disease state; t, treatment.

Next, we determined the physiological effects of the six administrations of recombinant FGF23 or vehicle. To this end, we determined the concentrations of circulating FGF23. FGF23 was elevated 24 h after the last injection in both healthy and diseased FGF23 groups (Supporting Information Table S2). Further, the FGF23 administrations tended to decrease plasma phosphate compared to vehicle in healthy mice (Figure 1E). The fractional excretion of phosphate (FE_Pi_) was increased by FGF23 compared to vehicle, with an approximately threefold increase in healthy mice and a twofold increase in anti‐GBM mice (Figure 1E). However, FGF23 did not directly further aggravate renal function in the anti‐GBM disease model, as GFR was comparable at day 7 between the anti‐GBM groups treated with FGF23 or vehicle (*p* > 0.05; Figure 1C,D). Overall, the present data demonstrated substantial kidney disease in the anti‐GBM model, and evidence of a partial renal resistance to the phosphaturic actions of FGF23 in anti‐GBM disease.

### 3.2 FGF23 excess triggers proinflammatory renal responses and increased immune cell abundance in the diseased kidney

FGF23 excess caused by recombinant hormone administration^22^, ^34^ or by *Fgf23* overexpression^27^ induces renal cell signaling via FGF receptors 1 and 3 and mitogen‐activated protein kinase phosphorylation, leading to gene expression of *Cyp24a1* encoding a vitamin D metabolizing enzyme. In mice with glomerular disease, however, FGF23 induced the renal injury marker *Lcn2*.^34^ To globally profile the transcriptional changes, we performed unbiased bulk RNA‐Seq in healthy mice and in mice with anti‐GBM disease treated with FGF23 or vehicle for 6 days. 

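Kidney RNA was sequenced from 14 male C57BL/6 mice in 4 groups: 4 healthy mice given vehicle, 3 healthy mice given FGF23, 4 mice with anti-GBM disease given vehicle and 3 mice with anti-GBM disease given FGF23. In anti-GBM disease, an injected serum against the glomerular basement membrane causes an immune-mediated glomerulonephritis. Recombinant FGF23 was injected 6 times over 6 days at 1 µg per injection, and kidneys were taken 24 h after the last injection. These group sizes are those of the sample labels and of Supporting Information Table S3, whereas the legend of Figure 2 gives 3 mice per anti-GBM group and 4 per healthy group. The paper's text does not name which vehicle-treated anti-GBM mouse a group of 3 would leave out, so all 14 libraries were used. The column of 1 FGF23-treated anti-GBM mouse joins the library number 14 to the name NTS4, and Table S3 assigns it to mouse NTS14. The authors aligned the reads to GRCm38 with STAR, counted them on Ensembl genes with featureCounts, and deposited the counts per gene without normalization. Total counts per mouse ranged from 16241565 to 23630210 in healthy mice given vehicle (median 20120076) and from 14791028 to 23084854 in healthy mice given FGF23 (median 20427538). They ranged from 13704248 to 19515764 in anti-GBM mice given vehicle (median 16541324) and from 18233324 to 19082542 in anti-GBM mice given FGF23 (median 18336993). The 15859 genes that passed edgeR's filter on low counts were tested with edgeR's quasi-likelihood test in 1 fit of the 4 groups, with TMM normalization and Benjamini-Hochberg adjustment within each comparison. A differentially expressed gene (DEG) had an adjusted p below 0.05 and an absolute log2 fold change above 1, the cutoff in the legend of Figure 2. Expression of single genes is given as CPM, the count scaled to a common library size after TMM normalization. The paper used DESeq2 and adjusted over the disease, treatment and interaction comparisons combined. DESeq2 was run as an alternative, as was adjustment over the 3 FGF23 comparisons combined, which leaves out the disease comparison, and the paper's own adjustment was not run. The paper's text does not name how reads matching several genes were counted, which bears on genes with near-identical copies.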

Overall, we found no differentially expressed genes 24 h after the last FGF23 injection in healthy mice, but 27 genes were upregulated and 2 genes were downregulated by FGF23 in anti‐GBM disease (Figure 2A, Supporting Information Table S3). 

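In healthy mice, 0 of the 15859 genes were differentially expressed between FGF23 and vehicle, and the smallest adjusted p was 0.996 in edgeR's quasi-likelihood test. At an unadjusted p below 0.05, 284 genes were higher and 405 genes were lower with FGF23. In anti-GBM disease, 25 genes were differentially expressed, 24 higher and 1 lower with FGF23, and 1998 genes had an unadjusted p below 0.05. DESeq2, the test named in the paper's methods, gave 43 DEGs, 37 higher and 6 lower. With fold changes shrunken by ashr, which the paper's methods do not name, DESeq2 gave 29, of which 2 were lower. EdgeR with a fit of the anti-GBM libraries without the healthy ones gave 12. The number was 11 without the FGF23-treated mouse NTS13, 13 without the FGF23-treated mouse NTS14 and 35 without the FGF23-treated mouse NTS16. At least 25 DEGs were found in 2 of the 35 ways to split the 7 anti-GBM mice into groups of 4 and 3, the real split included. Among the genes with the smallest p was Cd274 (ENSMUSG00000016496, chromosome 19 of GRCm38 from 29367455 to 29388095), which encodes the immune checkpoint ligand PD-L1. Its expression in anti-GBM mice was 4.06 ± 0.313 CPM (SD, n = 4) with vehicle and 9.80 ± 1.52 CPM (SD, n = 3) with FGF23. This is a log2 fold change of 1.27 (standard error 0.14, adjusted p = 0.00156 in edgeR's test). Tap1, which encodes a peptide transporter for antigen presentation, rose by 1.08 on the log2 scale (standard error 0.12, adjusted p = 0.00156 in edgeR's test). The lower gene was G6pc (ENSMUSG00000078650, chromosome 11 from 101367561 to 101377903), which encodes a glucose-6-phosphatase. It fell from 638 ± 248 CPM (SD, n = 4) to 235 ± 43.1 CPM (SD, n = 3), a log2 fold change of -1.44 (standard error 0.23, adjusted p = 0.0147 in edgeR's test). Without the vehicle-treated mouse NTS5 its log2 fold change was -1.13, with an adjusted p of 0.135 in edgeR's test.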

Of note, the expression of the renal FGF23 co‐receptor *Klotho* in the anti‐GBM groups remained at 70% compared to the healthy groups (Supporting Information Table S3). 

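Kl, the gene of Klotho (ENSMUSG00000058488), lies on chromosome 5 of GRCm38 from 150952607 to 150993817. Its expression was 1213 ± 211 CPM (SD, n = 4) in healthy mice given vehicle and 1000 ± 97.6 CPM (SD, n = 3) in healthy mice given FGF23. In anti-GBM mice it was 727 ± 168 CPM (SD, n = 4) with vehicle and 682 ± 153 CPM (SD, n = 3) with FGF23. Across the anti-GBM groups, Kl was at 63.9% of the healthy groups, a log2 fold change of -0.65 (standard error 0.13, adjusted p = 0.00127 in edgeR's quasi-likelihood test). With each of the 14 mice left out in turn, this log2 fold change stayed between -0.70 and -0.55. FGF23 changed Kl by -0.28 on the log2 scale in healthy mice (adjusted p = 0.996 in edgeR's test) and by -0.09 in anti-GBM mice (adjusted p = 0.861 in edgeR's test). The change in anti-GBM mice was 0.09 without the vehicle-treated mouse NTS5, which had 977 CPM of Kl, above the others of its group. It was 0.09 without the FGF23-treated mouse NTS13 as well.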

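The difference between the FGF23 effect in anti-GBM mice and the FGF23 effect in healthy mice was tested as an interaction term in the fit of all 14 libraries. Of the 15859 genes, 5 passed the cutoff, all with a more positive FGF23 effect in anti-GBM disease, among them Tgtp1, Tgtp2, Cd274 and Iigp1. An unadjusted p below 0.05 was reached by 1316 genes. Iigp1, an interferon-inducible GTPase gene (ENSMUSG00000054072), had an interaction of 2.39 on the log2 scale (adjusted p = 0.0453 in edgeR's quasi-likelihood test). The interaction of Cd274 was 1.40 (adjusted p = 0.0357 in the same test). DESeq2, the alternative that moved the number of genes most, gave 31, of which 27 were higher and 4 lower. With fold changes shrunken by ashr, DESeq2 gave 23, of which 21 were higher and 2 lower. With each mouse left out in turn, 11 of the 14 fits gave 0 genes, the fit without the healthy vehicle-treated mouse NTS3 among them, and the fit without the FGF23-treated anti-GBM mouse NTS16 gave 13. When the treatment labels were redrawn within healthy and anti-GBM mice, 2 of 100 draws gave at least 5 genes, the real labels included.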

In an interaction analysis, we next determined how FGF23 effects differ between anti‐GBM disease and healthy mice, revealing 23 DEGs (Figure 2A, Supporting Information Table S3). 

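Tgtp1 (ENSMUSG00000078922) and Tgtp2 (ENSMUSG00000078921) lie on chromosome 11 of GRCm38 from 48985327 to 48994172 and from 49057194 to 49064206. They are closely related paralogs, so the split of reads between them in the authors' counting is uncertain. In anti-GBM mice, Tgtp1 was at 4.32 ± 0.760 CPM (SD, n = 4) with vehicle and 23.9 ± 6.10 CPM (SD, n = 3) with FGF23. In healthy mice it was at 6.00 ± 2.64 CPM (SD, n = 4) with vehicle and 4.39 ± 0.602 CPM (SD, n = 3) with FGF23. The log2 fold change with FGF23 was 2.47 in anti-GBM mice (standard error 0.28, adjusted p = 0.00156) and -0.45 in healthy mice (adjusted p = 0.996), and their difference was 2.92 (standard error 0.41, adjusted p = 0.0357, all in edgeR's quasi-likelihood test). Tgtp2 rose from 3.32 ± 0.159 CPM (SD, n = 4) to 14.5 ± 3.99 CPM (SD, n = 3) in anti-GBM mice, with a log2 fold change of 2.12 and an interaction of 2.36 (standard error 0.34, adjusted p = 0.0357 in edgeR's test). In healthy mice, Tgtp2 was at 5.49 ± 1.49 CPM (SD, n = 4) with vehicle and 4.64 ± 1.36 CPM (SD, n = 3) with FGF23. Irf1 (ENSMUSG00000018899, chromosome 11 from 53770014 to 53778374), which encodes an interferon regulatory factor, rose from 25.8 ± 3.33 CPM (SD, n = 4) to 61.1 ± 11.4 CPM (SD, n = 3) in anti-GBM mice. In healthy mice it was at 22.1 ± 3.99 CPM (SD, n = 4) with vehicle and 20.8 ± 0.853 CPM (SD, n = 3) with FGF23. The log2 fold change of Irf1 in anti-GBM mice was 1.24 (standard error 0.15, adjusted p = 0.00207 in edgeR's test), and its interaction was 1.33 (standard error 0.21), with an adjusted p of 0.0533 in edgeR's test. With each of the 14 mice left out in turn, the adjusted p of the interaction in edgeR's test ran from 0.0192 to 0.111 for Tgtp1 and from 0.0192 to 0.202 for Irf1.

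**Figure D1:**
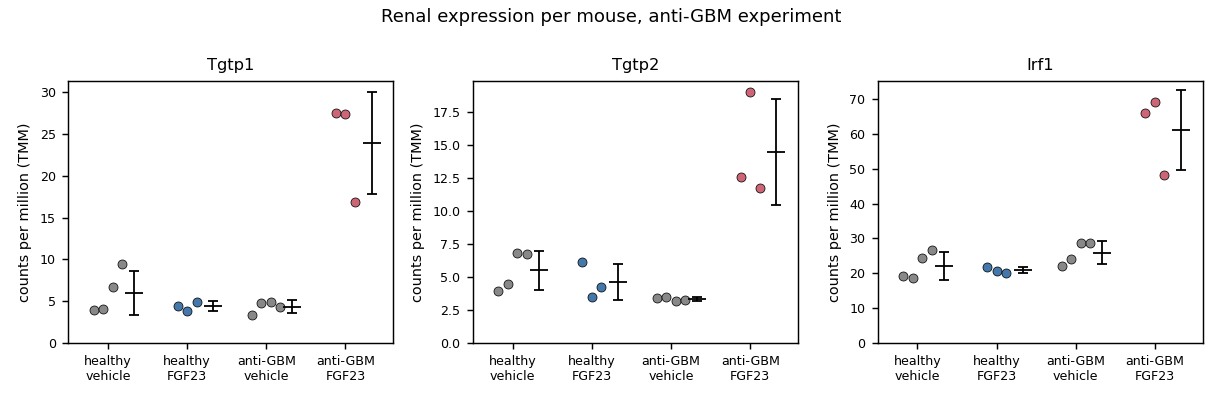
Expression of Tgtp1, Tgtp2 and Irf1 in CPM (y axes) in each mouse of the healthy and anti-GBM groups given vehicle or FGF23, with 1 point per mouse and bars for the mean and SD. The 3 FGF23-treated anti-GBM mice lie between 16.9 and 27.5 CPM for Tgtp1, above all other mice.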

Figure 2B,C show the transcripts with a difference in FGF23 effect between anti‐GBM and healthy mice, including mRNA of *Tgtp1* and *Tgtp2* encoding T‐cell‐specific GTPases and *Irf1* encoding an interferon regulatory factor. Next, we performed a GSEA to gain insight into the overall pattern of affected transcripts. GSEA revealed proinflammatory FGF23‐dependent transcriptional signatures in anti‐GBM versus healthy mice, including an enrichment of interferon signaling (Figure 2D–F, Supporting Information Figure S1A–C).

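The Reactome sets of the study were not used here, and the test ran on 34 lists of genes written before the data were examined. They were written with the paper at hand and stand for pathways that it names. The interferon-gamma-type list shares genes with those that the study names from these mice, so it is not independent of the paper's result. The interferon-gamma-type list had 43 tested genes and the type I interferon list 37, each typical of the response to that interferon. With FGF23 in anti-GBM mice, all 43 interferon-gamma-type genes were higher, with a median log2 fold change of 1.14 (adjusted p = 2.47e-85 over the 34 lists in limma's camera test). Of the type I genes, 36 of 37 were higher, with a median log2 fold change of 0.51 (adjusted p = 5.36e-25 in camera). In healthy mice, 11 of the 43 interferon-gamma-type genes were higher, with a median of -0.11 (adjusted p = 0.0883 in camera), and 15 of the 37 type I genes were, with a median of -0.07 (adjusted p = 0.738 in camera). The fgsea test gave the interferon-gamma-type list an adjusted p of 0.00461 in healthy mice, on the lower side, and camera gave 3.10e-06 without the FGF23-treated healthy mouse NTS11. The interaction had a median of 1.30 for the interferon-gamma-type genes, 42 of 43 positive (adjusted p = 2.15e-63 in camera), and of 0.59 for the type I genes, 34 of 37 positive (adjusted p = 9.75e-17 in camera). Without the genes that the study names, camera still called both lists in anti-GBM mice and in the interaction. Camera presets the correlation between genes at 0.01. Under limma's fry test, the calls in anti-GBM mice and in the interaction held, with adjusted p of 4.02e-04 and 0.00466 for the interferon-gamma-type genes and 0.00223 and 0.0218 for the type I genes. With an estimated correlation in camera, 3 of these 4 calls held, and the type I genes in the interaction had an adjusted p of 0.0696. Among the 35 splits of the anti-GBM mice, a median as large was found in 1 for the interferon-gamma-type genes and in 2 for the type I genes, the real split included. From its enrichment analysis, the paper reports proinflammatory signatures that depend on FGF23 in anti-GBM compared with healthy mice, with interferon signaling among them.

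**Figure D2:**
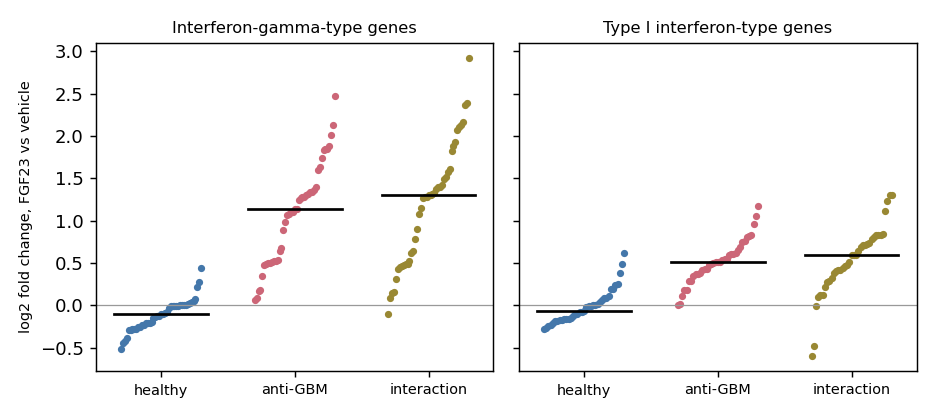
Log2 fold change (y axis) of each gene of the interferon-gamma-type list (43 genes) and of the type I interferon list (37 genes) for FGF23 against vehicle in healthy mice, in anti-GBM mice and in the interaction, with 1 point per gene and a line at the median. The medians of the interferon-gamma-type list are -0.11 in healthy mice, 1.14 in anti-GBM mice and 1.30 in the interaction.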

**FIGURE 2:**
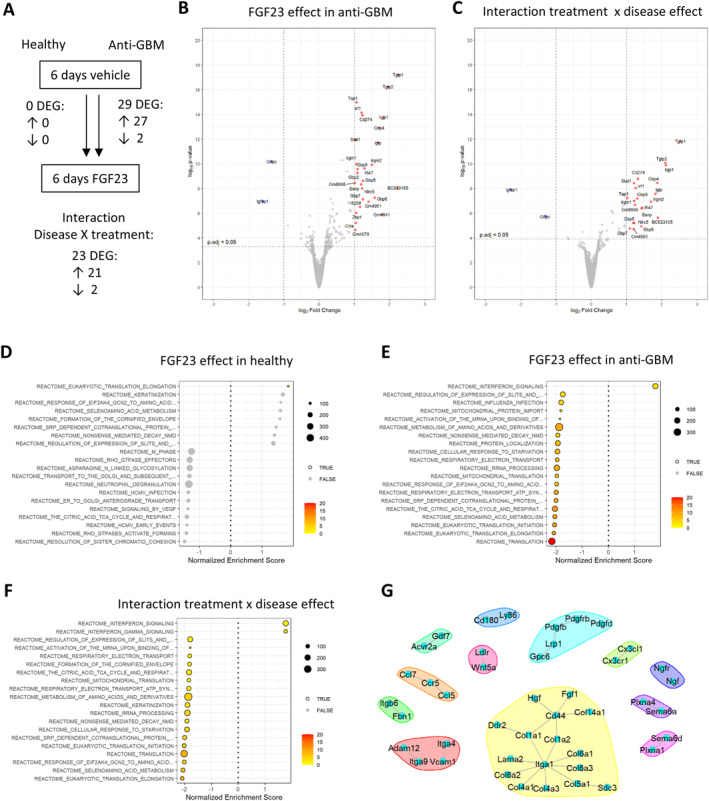
Six‐day course of FGF23 treatment induces renal transcriptional signatures of inflammatory responses and injury. (A) Indicates the number of differentially expressed genes according to experimental comparison in renal bulk RNA‐Seq. (B, C) Depict volcano plots of DEGs above a cutoff of adjusted *p* < 0.05 and log2‐fold change >1, in the comparison of FGF23 versus vehicle effect in mice with anti‐GBM (B) and the interaction between treatment and disease effect (C). (D–F) Depict significant Reactome gene set enrichment analyses of FGF23 effects in healthy mice (D), mice with anti‐GBM disease (E), and the interaction between treatment and disease effect (F). (G) Depicts a network of ligand–receptor interaction pairs that were significant for FGF23 versus vehicle comparisons in mice with anti‐GBM disease by bulk RNA‐Seq. The ligand–receptor interactions were inferred using R/BulkSignalR. Anti‐GBM, anti‐glomerular basement membrane disease. *N* = 3 for anti‐GBM groups and *n* = 4 for healthy groups.

Next, we aimed to better understand the mechanisms and involved signaling molecules by which FGF23 induced the observed proinflammatory renal transcriptional signatures. To this end, we performed ligand–receptor interaction analysis of the bulk RNA‐Seq data. This analysis revealed that the FGF23 effect in the anti‐GBM model included, on the one hand, signaling by several chemokines of the CC, CXC, and CX3C classes and their corresponding receptors (Figure 2G, Supporting Information Figure S2D). On the other hand, the ligand–receptor interaction analysis provided evidence of FGF23‐induced cell signaling by collagen‐binding integrins, Toll‐like receptor signaling, and TGF‐beta signaling, and the involved molecules *Vcam1*, *Pdgfrb*, and *Fbn* are all markers of injury and fibrogenesis (Figure 2G, Supporting Information Figure S2D,E). 

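The ligand-receptor inference itself was not repeated, and the genes that the paper's network names were tested singly and as a list. The network holds 8 chemokines and chemokine receptors, among them Cxcl10, Cx3cr1 and Ccl7. With FGF23 in anti-GBM mice, 8 of 8 were higher, with log2 fold changes between 0.32 and 1.10 and a median of 0.81. None passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test, 7 had an unadjusted p below 0.05, and 7 passed when adjusted over the list alone. The study chose these genes on the same samples, so the last count is not independent evidence. Cxcl10 (ENSMUSG00000034855, chromosome 5 of GRCm38 from 92346638 to 92348889) rose from 14.2 ± 3.47 CPM (SD, n = 4) to 30.2 ± 12.1 CPM (SD, n = 3), a log2 fold change of 1.10 (standard error 0.30, adjusted p = 0.222 in edgeR's test). Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) rose from 14.5 ± 3.96 CPM (SD, n = 4) to 28.3 ± 9.70 CPM (SD, n = 3), a log2 fold change of 0.96 (standard error 0.22, adjusted p = 0.138 in edgeR's test). Ccl7 had only 9 to 29 counts per mouse with vehicle and 25 to 75 with FGF23. In healthy mice, the median of the 8 genes was 0.04, and 0 had an unadjusted p below 0.05. Their interaction was positive for 8 of 8 genes, with a median of 0.63, and 2 passed when adjusted over the list alone.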

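All 47 ligand and receptor genes of the network were higher with FGF23 in anti-GBM mice, with a median log2 fold change of 0.50 (adjusted p = 2.66e-32 in limma's camera test and 4.02e-04 in fry). Over all genes tested, 1 of the 47 passed an adjusted p of 0.05, and 40 passed when adjusted over the list alone, with the limit that the list was chosen on these samples. That gene was Lama2, a laminin gene (ENSMUSG00000019899), with a log2 fold change of 0.62 (standard error 0.12, adjusted p = 0.0449 in edgeR's quasi-likelihood test). Vcam1 (ENSMUSG00000027962, chromosome 3 of GRCm38 from 116109949 to 116129688) was at 151 ± 29.2 CPM (SD, n = 4) with vehicle and 225 ± 103 CPM (SD, n = 3) with FGF23, a log2 fold change of 0.57 (standard error 0.22, adjusted p = 0.349 in edgeR's test). Without the FGF23-treated mouse NTS13 the log2 fold change of Vcam1 was 0.14. Pdgfrb (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) rose from 86.7 ± 10.5 CPM (SD, n = 4) to 126 ± 14.5 CPM (SD, n = 3), a log2 fold change of 0.54 (standard error 0.11, adjusted p = 0.0550 in edgeR's test). Fbn1 (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993) rose from 35.9 ± 6.90 CPM (SD, n = 4) to 51.5 ± 12.4 CPM (SD, n = 3), a log2 fold change of 0.52 (standard error 0.18, adjusted p = 0.328 in edgeR's test). The log2 fold change of Fbn1 was 0.33 without the FGF23-treated mouse NTS16 and 0.68 without the FGF23-treated mouse NTS14. The network's collagen genes, Lama2 and the collagen-binding integrin gene Itga1 make a group of 11, of which 11 were higher, between 0.20 and 0.62 on the log2 scale. Adjusted over the list alone, 10 of the 11 passed. A list of 51 Toll-like receptor signaling genes had a median of 0.14 with 41 higher (adjusted p = 3.60e-04 in camera), which fry did not call (adjusted p = 0.0767).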

In summary, in‐depth bulk transcriptome analyses provided several layers of evidence pointing toward proinflammatory renal actions of FGF23 in the anti‐GBM disease model.

Based on the above findings, we next examined the extent to which FGF23 may affect proinflammatory cytokines at the protein level. Therefore, we profiled 40 circulating immune proteins by a protein array in sera of healthy and anti‐GBM mice treated with vehicle or FGF23 (Supporting Information Figure S3). In healthy mice, FGF23 increased the circulating concentrations of soluble tumor necrosis factor receptor 1 (sTNFR1) (Figure 3A). By contrast, in mice with anti‐GBM disease, we found no FGF23‐induced alterations in immune proteins (Figure 3B). Consequently, a two‐factorial analysis of the interaction between treatment and disease state revealed sTNFR1 as the sole significantly altered immune protein (Figure 3C). Further, when comparing all animals regardless of FGF23 treatment, sTNFR2 was increased in anti‐GBM compared to healthy mice (Figure 3D). The individual results of sTNFR1 and sTNFR2 in each experimental group are shown in Figure 3E,F, and all comparisons are shown in Supporting Information Table S4. Overall, anti‐GBM disease in mice already induced a proinflammatory milieu in serum with elevated sTNFR1 and sTNFR2 concentrations, similarly as in human CKD.^35^, ^36^ Consequently, FGF23 had an effect on sTNFR1 only in disease‐free mice but did not alter the already elevated circulating sTNFR1 in mice with anti‐GBM disease.

**FIGURE 3:**
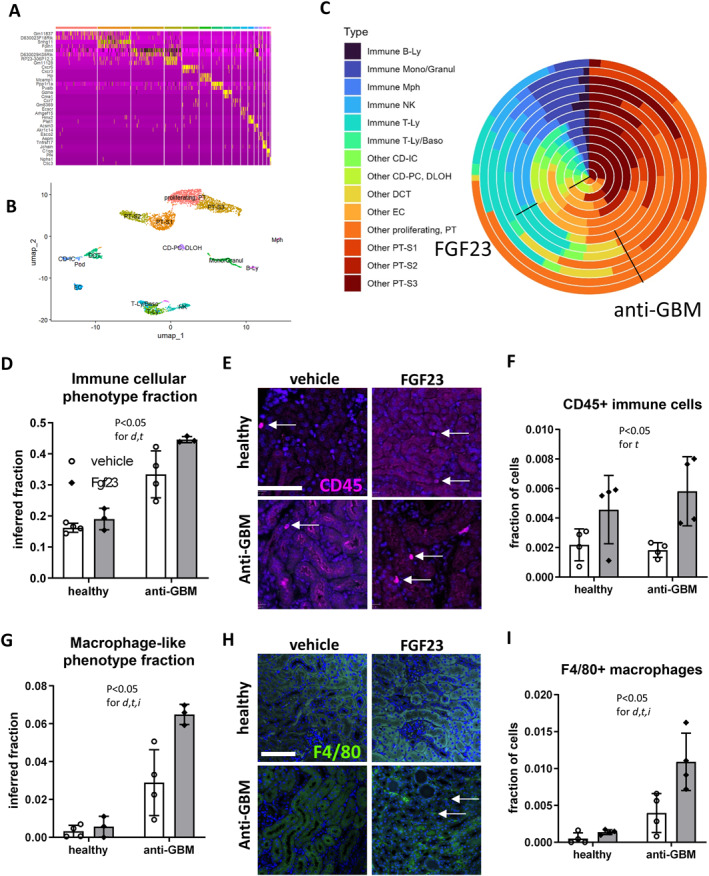
Bulk RNA‐Seq deconvolution and immunofluorescence staining reveal an FGF23‐driven increase in overall immune cell and macrophage abundance in the kidneys of mice with anti‐GBM disease. (A, B) Depict the annotation of renal cell clusters in the reanalysis of the single‐cell RNA‐Seq dataset GSE107585 of murine kidney from 7 sex‐mixed healthy C57BL/6 mice; see also Supporting Information Figure S2. (C) Shows a wedding pie plot of the bulk deconvolution of the renal cellular composition according to FGF23 treatment and anti‐GBM disease state, as indicated by labels. Overall renal immune cells and macrophage‐like cells are displayed by bulk deconvolution (D, G) and by immunofluorescence with automated quantification for CD45 (E, F) and F4/80 (H, I). RNA‐Seq: *N* = 3 for anti‐GBM groups and *n* = 4 for healthy groups. Immunofluorescence: *n* = 4 per group. Statistical analysis: two‐way ANOVA. anti‐GBM, anti‐glomerular basement membrane disease; Baso, basophil; CD, collecting duct; d, disease state; DCT, distal convoluted tubule; DLOH, descending limb of Henle; EC, endothelial cell; Granul, granulocyte; i, interaction; IC, intercalated cells; Ly, lymphocyte; Mono, monocyte; Mph, macrophage; NK, natural killer cell; PC, principal cells; PT, proximal tubule; S, segment; t, treatment.

In view of the renal transcriptional signatures and cytokine data suggesting that FGF23 promotes a proinflammatory environment, we aimed to determine whether FGF23 caused an influx of immune cells to the kidney. Thus, we determined the relative abundance of different renal cell compartments by bulk transcriptome deconvolution and by immunofluorescence (Figure 4). For bulk deconvolution, we first reanalyzed and annotated existing single‐cell RNA‐Seq data of kidney from healthy C57BL/6 mice (Figure 4A, Supporting Information Figure S4). Second, we inferred the fraction of major cell types, including total immune cells and, specifically macrophages, from renal bulk transcriptomes of healthy and anti‐GBM mice treated with vehicle or FGF23 for 6 days (Figure 4C). FGF23 excess provided an additional increase in total immune cells (Figure 4D) and, specifically macrophages (Figure 4D), in addition to an observed increase in immune cells induced by anti‐GBM disease. 

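The paper's deconvolution needs a single-cell reference, which was not used here. In its place, the mean log2 CPM over the marker genes in the paper's supplemental figure of cell clusters was taken as a score for each mouse. The immune score averaged the B cell, NK cell, T cell, macrophage and monocyte/granulocyte scores, each from 4 markers. In anti-GBM mice, the immune score was 2.52 ± 0.25 (SD, n = 4) with vehicle and 2.87 ± 0.04 (SD, n = 3) with FGF23, a difference of 0.35 on the log2 scale. An exact two-sided permutation test gave p = 0.0857, and 0.343 after adjustment over the 12 scores, where the smallest p that 4 against 3 mice allow is 0.0286. The macrophage score was 5.31 ± 0.32 (SD, n = 4) with vehicle and 5.61 ± 0.02 (SD, n = 3) with FGF23, a difference of 0.30 (p = 0.257 in the exact permutation test, 0.441 adjusted). The immune scores of the 2 anti-GBM groups did not overlap, and the macrophage scores did. In healthy mice, the immune score differed by -0.0081 (p = 0.943 in the exact permutation test) and the macrophage score by 0.0098 (p = 0.857). The FGF23 effect differed between anti-GBM and healthy mice by 0.36 for the immune score (p = 0.149) and by 0.29 for the macrophage score (p = 0.336), in permutation tests of the treatment labels within disease state. Across treatments, anti-GBM disease raised the immune score by 1.08 and the macrophage score by 1.89 (permutation p = 5.83e-04 for each). Ptprc, the gene of CD45, rose by 0.60 on the log2 scale with FGF23 in anti-GBM mice (adjusted p = 0.344 in edgeR's quasi-likelihood test), and Adgre1, the gene of F4/80, by 0.49 (adjusted p = 0.439 in the same test). With each mouse left out in turn, the difference in anti-GBM mice ran from 0.26 to 0.43 for the immune score and from 0.21 to 0.43 for the macrophage score. The log2 fold change there ran from 0.41 to 0.76 for Ptprc and from 0.28 to 0.69 for Adgre1, both lowest without the vehicle-treated mouse NTS8.

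**Figure D3:**
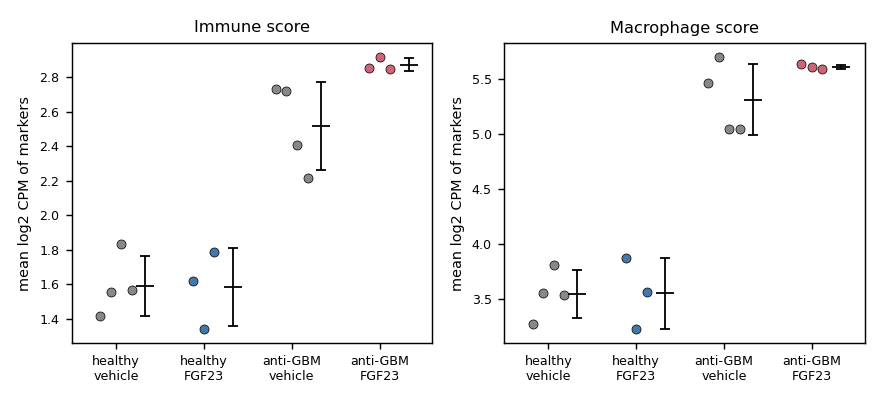
Immune score and macrophage score of each mouse (y axes, mean log2 CPM over the marker genes) in the healthy and anti-GBM groups given vehicle or FGF23, with 1 point per mouse and bars for the mean and SD. The FGF23-treated anti-GBM mice lie between 2.85 and 2.92 for the immune score, and the vehicle-treated anti-GBM mice between 2.21 and 2.73.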

Next, we validated these transcriptome‐derived findings using immunofluorescence staining of the kidney, confirming an increase in overall CD45‐positive immune cells (Figure 4E,F) and F4/80‐positive macrophages (Figure 4G,H) in FGF23‐treated mice compared to vehicle‐treated mice with anti‐GBM disease. Together, these findings provide strong evidence of an FGF23‐driven increase in immune cell content in the diseased kidney.

**FIGURE 4:**
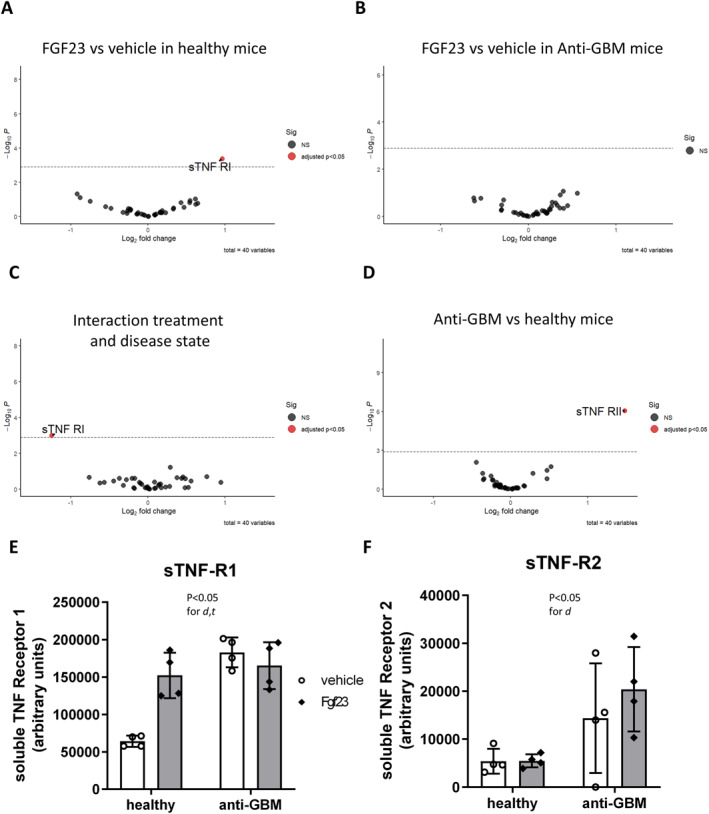
Immune protein profiling highlights an increase in circulating soluble tumor necrosis factor receptors induced by FGF23 and anti‐GBM disease in mice. A plasma cytokine protein array shows FGF23 effects in healthy male C57BL/6 mice (A) and in mice treated with nephrotoxic serum to induce anti‐GBM disease (B). The interaction between treatment and disease state (C) and the overall disease effect (D) are shown. (E–F) Depict analyses of soluble TNF receptors 1 and 2 by two‐way ANOVA. d, disease state; t, treatment. *N* = 4 biologically independent replicates per group. Anti‐GBM, anti‐glomerular basement membrane.

### 3.3 Time‐dependent and renal‐intrinsic proinflammatory effects of FGF23

With evidence of excessive FGF23 causing proinflammatory effects in the diseased kidney, we aimed to determine the time dependency of this aberrant FGF23 effect. First, we used bulk transcriptome deconvolution of existing microarray data from kidneys of mice transgenically overexpressing Fgf23 and mice harboring a mutation in the *Fgf23* repressor gene *Phex* (Hyp mouse) and their respective controls as models of long‐term FGF23 excess. This analysis revealed that genetically induced *Fgf23* excess tends to increase the total renal immune content (Figure 5A) and significantly increases the inferred renal macrophage content (Figure 5B). Conversely, we also studied mice with a short‐term treatment of FGF23 in a different disease model of Adriamycin nephropathy (Figure 5C): We first induced glomerular and renal tubular disease using Adriamycin in female mice, leading to an over eightfold increase in urinary albumin/creatinine ratio (ACR) (Figure 5D). In addition, serum BUN tended to be higher, and serum creatinine was significantly increased in mice with Adriamycin‐induced nephropathy (Supporting Information Table S2). We then administered a single intravenous injection of recombinant FGF23 24 h prior to euthanasia in both healthy mice and mice with Adriamycin‐induced nephropathy. There was no change in circulating FGF23, phosphatemia, or urinary phosphate excretion at the 24‐h interval (Supporting Information Table S2). In renal RNA‐Seq analysis of these mice (Figure 5F–H, Supporting Information Table S5), the top DEGs in an interaction analysis between FGF23 treatment and disease state included the proinflammatory transcription factor *Cebpb* and an increased DNA damage transcript, *Dclre1b* (Figure 5H, Supporting Information Table S5). 

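Kidney RNA was sequenced from 16 female BALB/c mice, 4 in each of 4 groups: healthy mice and mice with Adriamycin nephropathy, each given 1 injection of 1 µg FGF23 or vehicle 24 h before the kidneys were taken. Adriamycin (doxorubicin), given here at 10.5 mg/kg, injures podocytes and causes proteinuria in BALB/c mice. The authors deposited counts per gene made as for the anti-GBM experiment. Total counts ranged from 20396181 to 27583911 in healthy mice given vehicle (median 22757968) and from 18568224 to 24955389 in healthy mice given FGF23 (median 20868603). Adriamycin mice had 17187586 to 23228644 counts with vehicle (median 21440506) and 15665050 to 23602823 with FGF23 (median 20154538). In this experiment, 16020 genes passed the filter on low counts, and the 4 groups were fitted together. A gene was counted at an adjusted p below 0.05 alone, since Figure 5H marks genes by adjusted p. The copy of Supporting Information Table S5 in hand held 1081 genes, and their counts equal the deposited ones.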

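In the interaction between FGF23 treatment and Adriamycin nephropathy, 0 of the 16020 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.268, and 819 genes had an unadjusted p below 0.05. DESeq2, the alternative that moved this number most among those set beforehand, gave 7 genes, 6 higher and 1 lower. Cebpb (ENSMUSG00000056501) lies on chromosome 2 of GRCm38 from 167688915 to 167690418. Its expression was 12.2 ± 2.38 CPM in healthy mice given vehicle, 12.6 ± 2.61 CPM in healthy mice given FGF23, 13.0 ± 1.62 CPM in Adriamycin mice given vehicle and 35.5 ± 7.86 CPM in Adriamycin mice given FGF23 (SD, n = 4 each). The interaction of Cebpb was 1.42 on the log2 scale (standard error 0.25, adjusted p = 0.278 in edgeR's test). Within Adriamycin mice, FGF23 raised Cebpb by 1.46 (standard error 0.18, adjusted p = 0.00543 in edgeR's test), against 0.04 in healthy mice. Dclre1b (ENSMUSG00000027845, chromosome 3 from 103800605 to 103809444) encodes a DNA repair nuclease. It was at 12.3 ± 0.437 CPM in Adriamycin mice given vehicle and 18.1 ± 1.07 CPM in those given FGF23 (SD, n = 4 each), a log2 fold change of 0.56 (standard error 0.07, adjusted p = 0.0105 in edgeR's test). In healthy mice Dclre1b changed by -0.09, and its interaction was 0.65 (standard error 0.11, adjusted p = 0.268 in edgeR's test). Of the 8 genes of Figure 5H, 6 had a positive and 2 a negative interaction, from -1.31 for Il22ra1 to 1.99 for Noct. Adjusted over the list alone, 8 of 8 passed, which is not independent evidence because the study chose them on these samples.

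**Figure D4:**
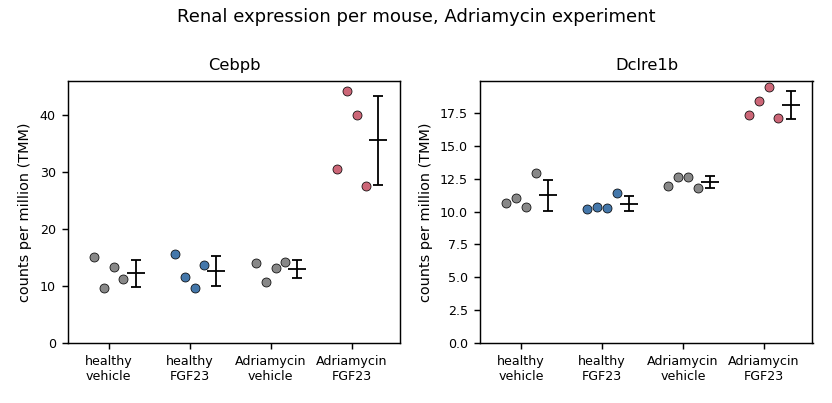
Expression of Cebpb and Dclre1b in CPM (y axes) in each BALB/c mouse, healthy or with Adriamycin nephropathy, given vehicle or FGF23, with 1 point per mouse and bars for the mean and SD. The 4 FGF23-treated Adriamycin mice lie between 27.5 and 44.2 CPM for Cebpb.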

GSEA pointed toward FGF23 decreasing chaperone‐mediated autophagy in the diseased kidney, with substantially fewer overall effects induced by a single FGF23 injection at the 24‐h interval (Figure 5F–G). 

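Chaperone-mediated autophagy was tested with a list of 21 genes in place of the study's set, which was not used here. With FGF23 in Adriamycin mice, 9 of the 21 genes were higher, with a median log2 fold change of -0.0050 (adjusted p = 0.964 in limma's camera test). In the interaction, 8 of 21 were positive, with a median of -0.0083 (adjusted p = 0.849 in camera). A median as large with FGF23 in Adriamycin mice was found in 33 of the 35 splits of the 8 mice into groups of 4. A list of 30 unfolded protein response genes had 21 higher and a median of 0.04 (adjusted p = 0.0173 in camera), which fry did not call (adjusted p = 0.563), nor camera without the FGF23-treated mouse Ad14 (adjusted p = 0.107). Within Adriamycin mice, 6 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, all higher with FGF23: Cebpb, Dclre1b, Slc25a33, Arrdc2, Polr3e and Kcnk5. An unadjusted p below 0.05 was reached by 912 genes. The number was 1 without the FGF23-treated mouse Ad14 or Ad15, 2 without the vehicle-treated mouse Ad6 or Ad7, 3 without Ad8, 11 without the FGF23-treated mouse Ad13 and 12 without Ad16. DESeq2 gave 33 genes, 26 higher and 7 lower.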

Overall, a long‐term genetic induction of FGF23 excess increased renal macrophage content in otherwise healthy mice, whereas a short‐term FGF23 treatment of 24 h induced only limited potential proinflammatory FGF23 effects in mice with kidney disease and none in healthy mice.

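In healthy BALB/c mice, 0 of the 16020 genes had an adjusted p below 0.05 between FGF23 and vehicle, with a smallest adjusted p of 0.155 in edgeR's quasi-likelihood test and 1072 genes at an unadjusted p below 0.05. DESeq2 gave 8 genes, and edgeR gave 4 without the FGF23-treated mouse Ad12. The interferon-gamma-type list, with 45 tested genes here, had a median log2 fold change of -0.43 with FGF23 in Adriamycin mice, 1 of 45 higher (adjusted p = 1.92e-17 in limma's camera test). The type I list had a median of -0.39, 0 of 38 higher (adjusted p = 1.28e-19 in camera). Neither call held under fry, with adjusted p of 0.563 and 0.256, or with an estimated correlation, with 0.469 and 0.205. In healthy BALB/c mice the medians were 0.06 and 0.03 (adjusted p = 0.451 and 0.467 in camera). The paper contrasts these 24 h effects with a genetic FGF23 excess in microarray data that were not analysed here, and concludes that immune cell recruitment to the kidney depends on the time of exposure to FGF23.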

**FIGURE 5:**
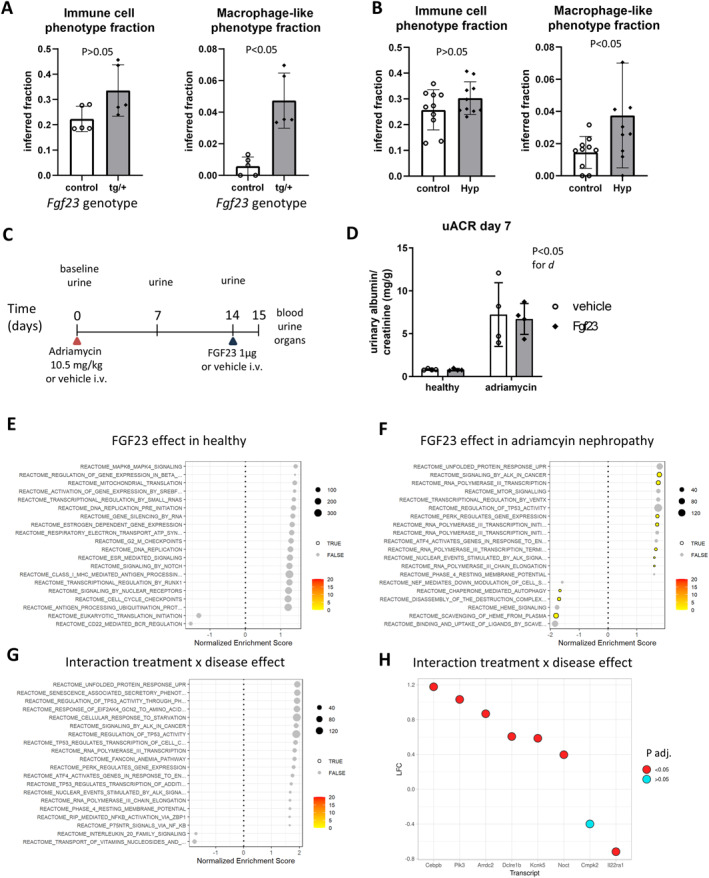
Renal immune cell recruitment driven by FGF23 excess is exposure time dependent. Renal microarray transcriptome datasets GDS3361 of male *Fgf23* transgenic and control mice or sex‐matched Hyp mice of dataset GDS879 (B) underwent bulk deconvolution with reference to single‐cell RNA‐Seq dataset GSE107585 of murine kidney from 7 sex‐mixed healthy C57BL/6 mice and, subsequently, visualization of overall fractions of inferred immune cells and macrophage‐like cells, as indicated. (C) Shows the experimental workflow of experiments with female BALB/c mice undergoing Adriamycin (doxorubicin) nephropathy followed by a single intravenous (IV) injection of FGF23 or vehicle. (D) Shows the urinary albumin/creatinine ratio 7 days after induction of Adriamycin nephropathy. Statistical analysis: two‐way ANOVA. d, disease state. (E–G) Show significant Reactome gene set enrichment analyses of renal FGF23 effects in healthy mice (E), mice with Adriamycin nephropathy (F), and the interaction between treatment and disease effect (G). (H) Depicts the log‐fold change of 8 transcripts with lowest adjusted *p*‐value in the interaction analysis of FGF23 effect in diseased versus FGF23 effect in healthy mice in a 2 × 2 factorial design. *N* = 5 (A), 10 (B), or 4 (C–H) biologically independent replicates per group.

Systemic proinflammatory effects of FGF23 have been reported to be mediated via the liver, where FGF23 drives cytokine expression via FGFR4.^8^ However, we hypothesized that renal tissue‐resident cells could also contribute to proinflammatory actions of FGF23. Therefore, we employed an isolated ex vivo model system and studied FGF23 signaling in PCKS (Figure 6A) from mice subjected to a classic model of adenine‐induced nephropathy with advanced tubulointerstitial fibrosis (Figure 6B) and elevated concentrations of circulating intact and C‐terminal FGF23 (Supporting Information Table S2). 

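PCKS are thin live slices of kidney kept in culture, here from DBA/2J mice fed adenine, which causes crystal-driven tubulointerstitial fibrosis. RNA was sequenced from 8 slice cultures, 4 given vehicle and 4 given 200 ng/mL FGF23. The paper's text and figure legend give the treatment as 24 h, whereas the sample labels give 1 h. Supporting Information Table S6 also gives 1 h for the FGF23-treated slices. Which of the 2 times holds could not be settled. The authors deposited counts per gene made as for the mouse experiments. Total counts per culture ranged from 11560849 to 16254987 with vehicle (median 13336056) and from 11186925 to 14411352 with FGF23 (median 11867267). Here 15090 genes passed the filter on low counts and were tested at an adjusted p below 0.05. The labels number the slices of each treatment, and the paper's text does not name whether slices with one number come from 1 animal, so the main test is unpaired and treats the 4 cultures of a treatment as independent. The legend of Figure 6 gives them as biologically independent. The counts vary in how far cultures differ: the chi-square per degree of freedom was 3.10 between cultures 1 and 3 given vehicle and 2.13 between cultures 2 and 4 given FGF23, against 10.0 to 43.4 for the other 10 pairs of a treatment.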

In an RNA‐Seq analysis of PCKS from these mice, a 24‐h treatment with FGF23 compared to vehicle resulted in 1 transcript with significantly increased expression, namely, *Ccl4*, encoding a proinflammatory macrophage/fibroblast chemokine (Figure 6C, Supporting Information Table S6). 

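Between FGF23 and vehicle, 0 of the 15090 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test, the smallest adjusted p was 0.849, and 738 genes had an unadjusted p below 0.05. DESeq2 gave 2 genes, Ccl4 (higher, adjusted p = 0.0148 in DESeq2) and the immunoglobulin gene Ighv2-2 (lower, adjusted p = 1.40e-06 in DESeq2). Ccl4 (ENSMUSG00000018930) lies on chromosome 11 of GRCm38 from 83662584 to 83664683. It was at 14.9 ± 3.13 CPM (SD, n = 4) with vehicle and 25.6 ± 2.17 CPM (SD, n = 4) with FGF23, where n counts cultures. The log2 fold change of Ccl4 was 0.77 (standard error 0.15, unadjusted p = 2.62e-04 and adjusted p = 0.849 in edgeR's test), and it stayed between 0.69 and 0.93 with each slice left out in turn. Ighv2-2 (ENSMUSG00000096464, chromosome 12 from 113588267 to 113588702) had 10 to 96 counts per slice with vehicle and 0 with FGF23. It belongs to a large family of near-identical gene segments, so its counts are uncertain. The study's figure labels 8 genes that were higher with FGF23, and 8 of 8 were higher here, by 0.36 for Blnk to 1.50 for Dnase1 on the log2 scale. Adjusted over the list alone, 8 of 8 passed, which is not independent evidence because the study chose them on these slices.

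**Figure D5:**
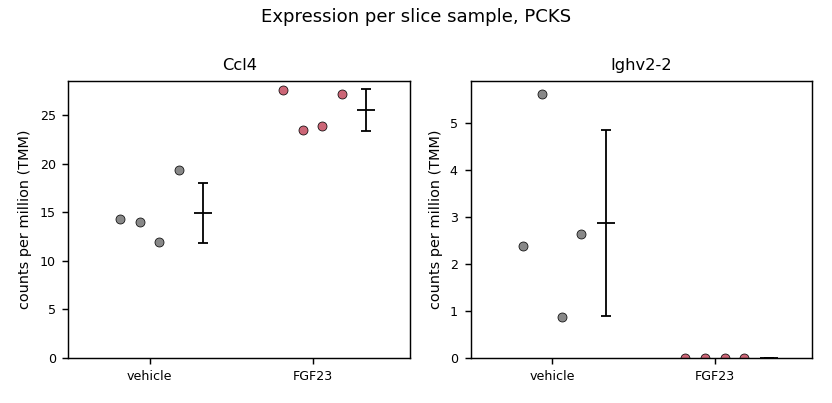
Expression of Ccl4 and Ighv2-2 in CPM (y axes) in each slice culture given vehicle or FGF23, with 1 point per culture and bars for the mean and SD. Ighv2-2 has 0 counts in the 4 FGF23-treated slices and a mean of 2.89 CPM with vehicle.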

GSEA of the Reactome database revealed no significant FGF23‐induced gene set alterations in PCKS (Figure 6D), but GSEA by WikiPathways showed enrichment of Toll‐like receptor signaling (Figure 6E), and the Pathway Interaction Database showed enrichment of the interleukin‐12 pathway (Figure 6F), a proinflammatory early cytokine that leads to secondary release of interferon‐gamma by natural killer and T cells.^37^ 

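The WikiPathways and Pathway Interaction Database sets were not used here, and lists written for Toll-like receptor signaling and the interleukin-12 pathway stood in for them. Of 55 Toll-like receptor signaling genes, 20 were higher with FGF23, with a median log2 fold change of -0.09 (adjusted p = 0.119 in limma's camera test, 0.752 in fry). Without the genes the study names, camera gave this list an adjusted p of 0.0139, on the lower side, and 0.0150 without the FGF23-treated slice 4F. Of 40 interleukin-12 pathway genes, 16 were higher, with a median of -0.04 (adjusted p = 0.681 in camera). A median as large was found in 10 of the 35 splits of the 8 slices for the Toll-like receptor list and in 20 for the interleukin-12 list. The interferon-gamma-type list had a median of -0.11, 9 of 44 higher (adjusted p = 5.34e-04 in camera), which fry did not call (adjusted p = 0.667), nor camera without the FGF23-treated slice 1F (adjusted p = 0.111). From Ccl4 and the enrichment of these 2 pathways, the paper concludes that cells resident in the diseased kidney respond to FGF23 with proinflammatory transcription.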

Overall, these data demonstrate evidence of kidney‐intrinsic proinflammatory responses to FGF23 in an ex vivo PCKS model of diseased mouse kidney.

**FIGURE 6:**
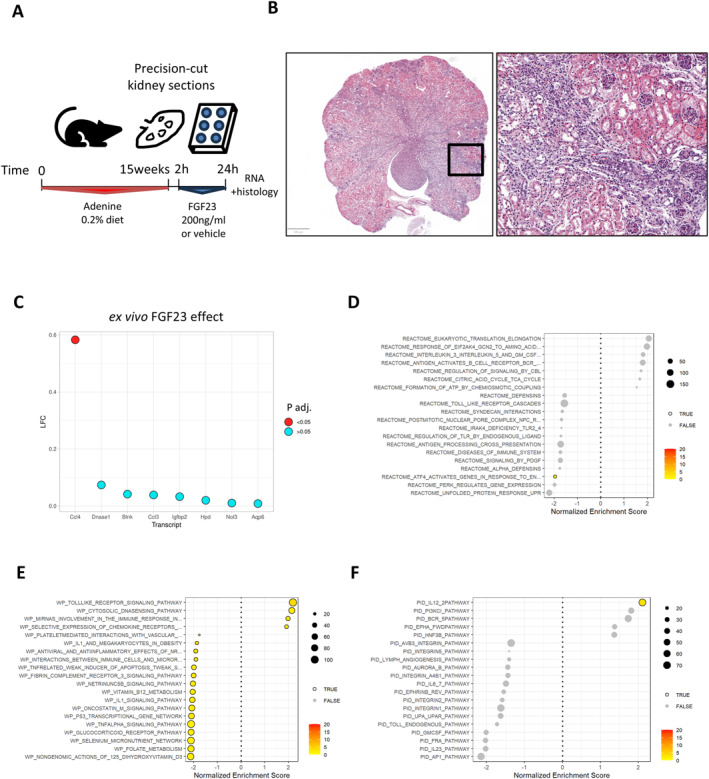
Intrarenal proinflammatory effects of FGF23 applied ex vivo in PCKS. (A) Male DBA/2J mice underwent dietary treatment with 0.2% adenine for 15 weeks, followed by organ collection and preparation of 300 µm PCKS for a 24‐h treatment with FGF23 or vehicle ex vivo. No disease‐free controls were used for this substudy. (B) Depicts the fibrotic changes in a representative 4 µm section of PCKS stained with hematoxylin and eosin (left scale bar, 500 µm; right, 100 µm). (C) Shows the log‐fold change of upregulated transcripts with the lowest adjusted *p*‐value in the FGF23 versus vehicle comparison. (D–F) Show gene set enrichment analyses of FGF23 effects in Reactome (D), WikiPathways (E), and Pathway Interaction Database (F) gene sets. *N* = 4 biologically independent replicates per group. PCKS, precision‐cut kidney slices.

### 3.4 Circulating FGF23 concentrations are associated with renal immune cell infiltration in human IgA nephropathy

Finally, we aimed to determine whether the link between elevated FGF23 and renal immune cell content found in mice can be translated to human kidney disease. To this end, we reassessed a subcohort of 59 patients with IgA nephropathy, a glomerular disease with varying degrees of renal inflammation and dysfunction whose kidney biopsies had undergone routine histopathological examination by board‐certified pathologists and transcriptome profiling of the nonglomerular (tubular) kidney fraction by RNA‐Seq. Patient characteristics are described in Supporting Information Table S7. We first reanalyzed and annotated a single‐nucleus RNA‐Seq dataset as a reference (Figure 7A, Supporting Information Figure S5) to infer renal immune cell content. As a validation step, we verified that the transcriptome‐inferred immune content of an immune cell/fibroblast cluster and of a macrophage cluster were associated with histopathological immune cell infiltration (Supporting Information Table S8). We also verified the inverse association between FGF23 and renal function (Figure 7B). We then tested the association between transcriptome‐inferred immune cell content and circulating FGF23. There were associations between transcriptome‐inferred immune cell content and FGF23, predominantly in those with moderate to advanced renal dysfunction (Figure 7C–F). In addition, we found associations between circulating FGF23 and several histopathological parameters of glomerular injury and tubulointerstitial immune infiltration in univariable or adjusted analyses (Supporting Information Table S9). Overall, the present data provide evidence of a link between FGF23 excess and immune cell infiltration in IgA nephropathy.

**FIGURE 7:**
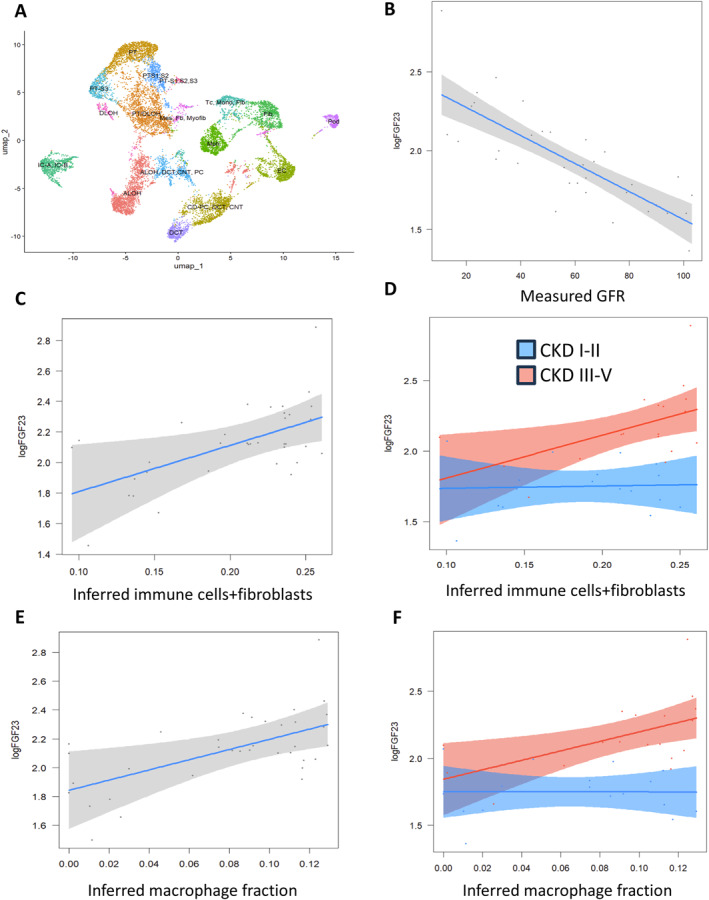
FGF23 is associated with renal immune cell content in human patients with IgA nephropathy. As a reference, single‐nucleus RNA‐Seq data from 5 human kidney biopsies (GSE199711) of 2 healthy controls and 3 patients with chronic kidney disease (CKD) were reanalyzed and annotated (A); see also Supporting Information Figure S5. 35 patients with IgA nephropathy from the Karolinska Kidney Biopsy Cohort showed an inverse univariable association between circulating FGF23 and measured glomerular filtration rate (GFR) (B). The associations between transcriptome‐inferred renal fibroblasts and immune cells (C–D) or macrophages (E–F) and circulating FGF23 are shown, with adjustment for GFR, 25OH‐vitamin D and parathyroid hormone. (D, F) Show disaggregated data stratified by GFR in CKD stages I–II and III–V.

## 4 DISCUSSION

In this study, we set out to describe the pathophysiological effects of FGF23 signaling in kidney disease, with the intention to detect quantitative and qualitative aberrations in FGF23 signaling. In healthy mice, we detected no transcriptional alterations in the kidney at the 24‐h interval after the last treatment with FGF23 compared to vehicle. However, mice with anti‐GBM disease displayed proinflammatory cytokine expression and an excessive renal abundance and/or activity of macrophages and overall immune cells after the six‐day regimen of FGF23 compared to vehicle. An in‐depth transcriptomic analysis of ligand–receptor interactions in the kidney revealed FGF23‐driven overactive collagen‐integrin signaling that is associated with inflammation^38^ and additional signaling involving mediators of tissue damage and acute kidney injury (AKI)‐to‐CKD transition, such as Pdgfrb and Vcam1.^39^ Over the long term, a genetically induced excess of FGF23 in two transgenic mouse strains increased renal macrophage content even in the absence of kidney disease. Finally, even ex vivo experiments in PCKS of kidneys isolated from mice with adenine nephropathy revealed increased expression of *Ccl4*, encoding a proinflammatory macrophage/fibroblast chemokine associated with cardiovascular events and disease,^40^ and transcriptional signatures of inflammatory signaling. These findings were preserved in associations between circulating FGF23 and renal immune cell content in human patients with advanced kidney disease.

Overall, the present data point toward a pathogenic potential of FGF23 excess over a long‐term duration or in kidney disease in a variety of settings, including patients, three experimental mouse strains, different sexes, and FGF23 administration routes and dosing (Figure 8). Singh et al. have previously reported that FGF23 induces FGFR4‐mediated calcineurin signaling in the liver that then contributes to hepatic C‐reactive protein expression and systemic inflammation.^8^ However, using the present approach of PCKS, our obtained results suggest that FGF23 may have direct kidney‐specific adverse consequences in diseased kidney tissue, even in an experimental setup of PCKS bypassing the proinflammatory systemic effects of FGF23 in the liver. Further, we previously reported rapid oxidative changes occurring in kidney tissue as a result of FGF23 administration,^22^ which may additionally promote a proinflammatory environment when occurring in kidney disease, a disease known to cause profound oxidative stress at the tissue level.^41^ Finally, our findings demonstrate a time dependency of FGF23 excess, with no significant global proinflammatory GSEA findings in short‐term FGF23 treatment in mice with or without kidney disease. However, chronic FGF23 excess caused transcriptional evidence of renal macrophage overabundance even in mice without kidney disease. This correlates well with the pathophysiology observed in patients with AKI, where initial FGF23 excess was predictive of future transition to CKD.^42^

**FIGURE 8:**
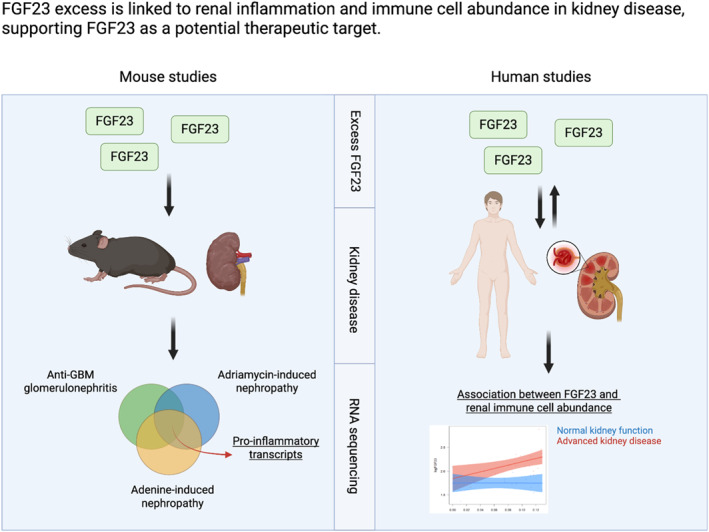
FGF23 excess is linked to renal inflammation and immune cell abundance in kidney disease, supporting FGF23 as a potential therapeutic target. A graphical model made in BioRender integrates the obtained data and illustrates that FGF23 excess in murine kidney disease models causes a proinflammatory environment (left panel). In human data, an association exists between systemic FGF23 concentrations and renal immune cell abundance in advanced kidney disease (right panel).

A large body of evidence demonstrates that FGF23 excess is associated with adverse cardiovascular outcomes and mortality.^15^, ^43^, ^44^ Mechanistically, recent data by our group also point toward an adverse proinflammatory effect of FGF23 in experimental atherosclerosis.^10^ As a main implication of this study, our findings support the idea that it may be beneficial to reduce the amount of circulating FGF23 excess in kidney disease in order to prevent its toxicity. However, as complete FGF23 neutralization increased phosphate toxicity and mortality in rats with CKD,^13^ a more sophisticated and nuanced approach is warranted: Potential strategies can include a partial inhibition of FGF23 action using inhibitory C‐terminal FGF23 peptides that improved uremic cardiomyopathy^6^ or anemia,^45^ or more traditional strategies to tackle the known drivers of FGF23 excess. One of the mainstays of CKD‐MBD therapy is the reduction of dietary intake and enteral absorption of phosphate, which improved anemia and sarcopenia in experimental CKD^7^ and diminished metabolic acidosis and mortality in experimental AKI.^46^ In human patients with CKD, elevated serum phosphate is associated with an increased risk of death and cardiovascular disease.^47^ Simply recommending to patients with advanced CKD to reduce their phosphate intake did not improve mortality.^48^ Pharmacological restriction of phosphate uptake induced by phosphate‐binding agents is associated with lower overall mortality in end‐stage kidney disease,^49^ whereas in predialysis populations, the effect of phosphate binders on patient outcomes remains, so far, inconclusive.^50^ As hyperphosphatemia is one of the key drivers of FGF23 excess in CKD, it is crucial to address phosphate intake in the context of FGF23 toxicity but also to consider other drivers (and consequences) of FGF23 excess, such as chronic inflammation, to ultimately improve clinical outcomes in CKD‐MBD.

Strengths of this study include the variation in animal strains, sexes, and FGF23 application, in addition to the in‐depth histological, transcriptomic, and cytokine subproteome profiling in combination with advanced bioinformatics analyses. We chose relevant disease contexts in both murine and human data, and we cross‐validated key findings by immunofluorescence and histopathology. However, this study also has some limitations. First, in wet‐laboratory work, we used human FGF23 to be able to directly quantify the injected recombinant protein by ELISA. This protein has its expected physiological effects in mice, and although human FGF23 is used in many mouse studies,^27^, ^51^, ^52^, ^53^ human FGF23 might theoretically induce an allogenic immune response. However, an allogenic immune response would be expected to occur in all FGF23‐treated experimental groups, which was not the case. Additionally, we validated our findings also in renal transcriptomes of Hyp mice that have excessive levels of endogenous murine FGF23.^28^ Next, we observed a discrepancy between transcriptome‐inferred and immunofluorescence‐estimated cell fractions. This may be, in part, attributable to the fact that our bulk deconvolution procedure was performed using healthy mouse reference single‐cell RNA‐Seq data, and therefore some adaptive or injured epithelial cells of the bulk transcriptomes could have been misclassified as immune cells based on their transcriptional profile resembling immune cells. However, using standard markers CD45 and F4/80 in immunofluorescence, we confirmed the main trend of increased immune cells and macrophages induced by FGF23 excess in the anti‐GBM model. Transcriptomic results of the other disease models were not validated further. In addition, the PCKS study was conducted only in diseased animals, which limits its interpretation. Next, the human dataset is of a relatively small sample size and included a one‐time measurement of FGF23 only. Finally, in this study, we almost exclusively focused on the kidney, not engaging with the proinflammatory effects of the liver under FGF23 excess,^8^ the potential effects of phosphate excess on gut microbiota that can additionally generate bacterial‐derived uremic toxins that may promote cardiovascular morbidity,^54^ and we did not consider the known direct renal tubular phosphate toxicity, which FGF23 excess may promote by increasing phosphate concentrations in the renal tubular lumen.^44^

As a consequence of the obtained data, there is an incentive for future studies to investigate potential protective effects for uremic complications by carefully diminishing inflammatory FGF23 signaling both in CKD and also in the context of AKI to prevent the AKI‐to‐CKD transition.

To conclude, we employed several complementary approaches to determine adverse renal cell signaling induced by FGF23 in kidney disease, and we uncovered substantial kidney‐intrinsic proinflammatory effects induced by FGF23 and thereby further highlight FGF23 excess as a potential therapeutic target in CKD‐MBD.

## AUTHOR CONTRIBUTIONS

Matthias B. Moor and Hannes Olauson conceived the study. Mikhail Burmakin, Hannes Olauson, Anna Witasp, Annika Wernerson and Matthias B. Moor participated in experimental design. Mikhail Burmakin, Anna Levin, Gül Gizem Korkut and Matthias B. Moor performed experiments. Annette Bruchfeld, Anna Levin, Anna Witasp, Peter Bárány and Annika Wernerson obtained clinical data. Matthias B. Moor and David Brodin performed computational analyses. All authors participated in data interpretation. Hannes Olauson and Jaakko Patrakka provided crucial laboratory materials. Hannes Olauson, Jaakko Patrakka and Matthias B. Moor acquired funding for the research. Hannes Olauson and Matthias B. Moor supervised the research. Matthias B. Moor wrote the manuscript. All authors critically read and commented on the manuscript and agreed to manuscript submission.

## CONFLICT OF INTEREST STATEMENT

Jaakko Patrakka's research laboratory was financially supported by AstraZeneca and Guard Therapeutics International. Mikhail Burmakin was financially supported by Guard Therapeutics International. Annette Bruchfeld received consultancy fees from Amgen, AstraZeneca, Boehringer Ingelheim, CSL Vifor, Otsuka, and Sobi and payment or honoraria for lectures, presentations, speaker's bureaus, manuscript writing, or educational events from AstraZeneca, Bayer, Boehringer Ingelheim, ChemoCentryx, CSL Vifor, Fresenius, GlaxoSmithKline, and Otsuka. All other authors declare no competing interests.

## ETHICS STATEMENT

All animal experiments were carried out at Karolinska Institutet following the protocols approved by the Ethical Committee on Research Animal Care (Linköping Animal Experimentation Ethics Committee; DNR 1336). The Karolinska Kidney Biopsy Project was approved by the Swedish Ethical Review Authority.

## ACCESSION CODES

The murine bulk RNA‐Seq datasets generated within this study are accessible at Gene Expression Omnibus under the accession number GSE272289. Human patients' bulk RNA‐Seq data have previously been deposited under the accession number GSE199711. Further datasets used in this study were GSE107585, GSE199711, GDS3361, and GDS879, as described in the Materials and Methods section. Data from the Karolinska Kidney Biopsy Cohort can be requested from our Research Data Office () at Karolinska Institutet.

## Supporting information

Supporting Information S1

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

## Data Availability

The bulk RNA‐Seq datasets generated within this study are accessible at Gene Expression Omnibus under the accession number GSE272289. Existing single‐cell RNA‐Seq data were retrieved from Gene Expression Omnibus by the accession numbers GSE107585 and GSE199711. Existing renal microarray transcriptome datasets GDS3361 and GDS879 were retrieved from the GEO dataset browser. Analyses and visualizations were performed using adaptations of existing code from the tools BulkSignalR, Seurat, scCustomize, bisque, EnhancedVolcano, and SuperPlotsOfData. Data from the Karolinska Kidney Biopsy Cohort cannot be deposited to public repositories due to ethical restrictions but are available upon request; requests for access to the data can be put to our Research Data Office () at Karolinska Institutet.

# Supplementary material for: The renal response to FGF23 shifts from phosphaturia toward inflammation in kidney disease
**Source:** J Cell Commun Signal. 2026 Feb 23;20(1):e70061. doi: 10.1002/ccs3.70061
**Supplement:** Supplementary file 1 — Supporting Information S1

A

## FGF23 effect in healthy

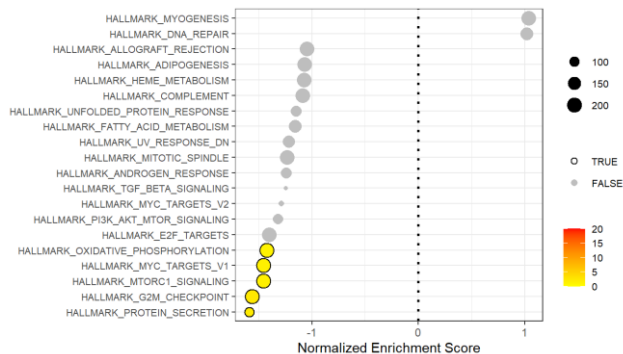

B

## FGF23 effect in anti-GBM

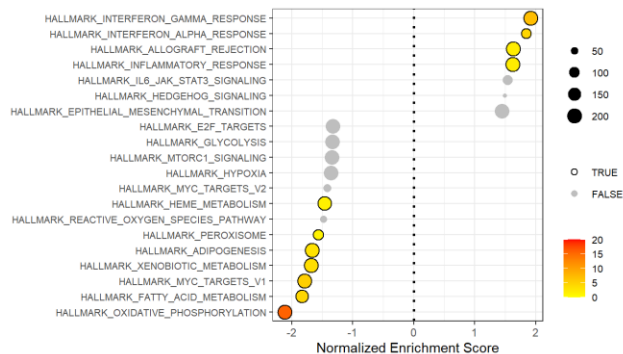

C

## Interaction treatment x disease effect

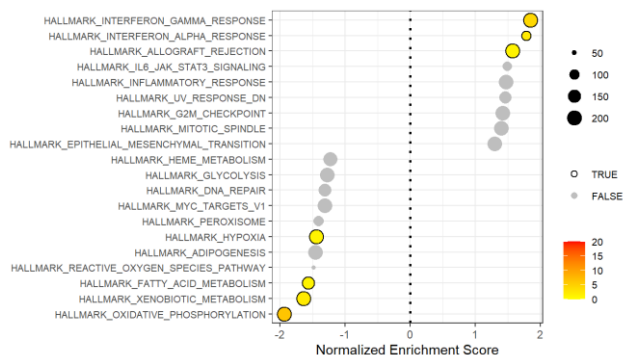

D

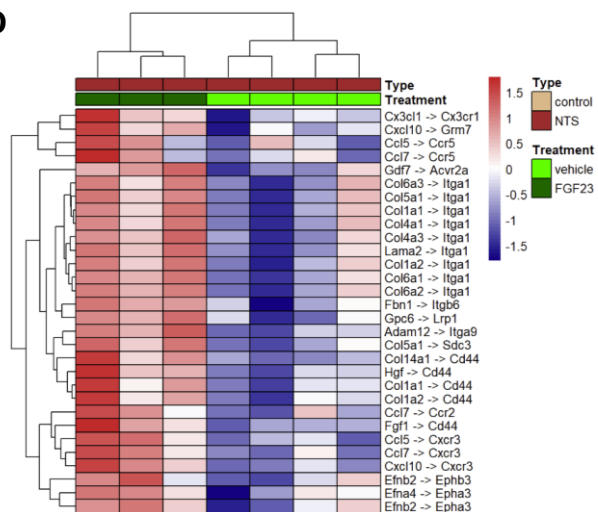

E

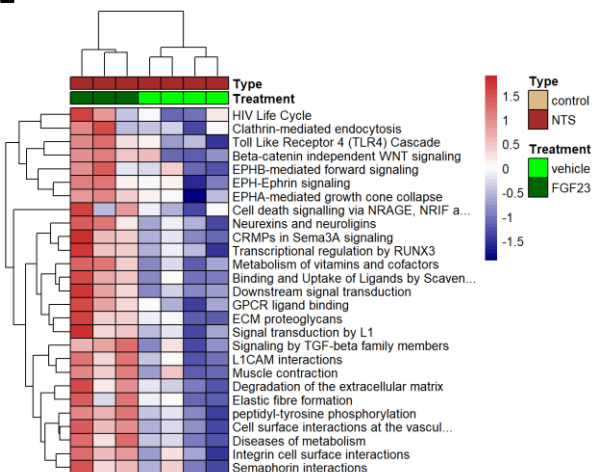

Supplemental Figure 1. Hallmark gene set enrichment analysis of FGF23 effects in healthy male C57BL/6 (A), mice with anti-glomerular basement membrane disease (anti-GBM, B), and interaction between FGF23 treatment and disease effect (C) using renal RNAseq. Significant ligand-receptor interaction pairs (D) and pathways (E) in renal bulk RNAseq of mice treated with nephrotoxic serum (NTS) to induce anti-GBM, followed by 6 days of daily recombinant FGF23 or vehicle injections.

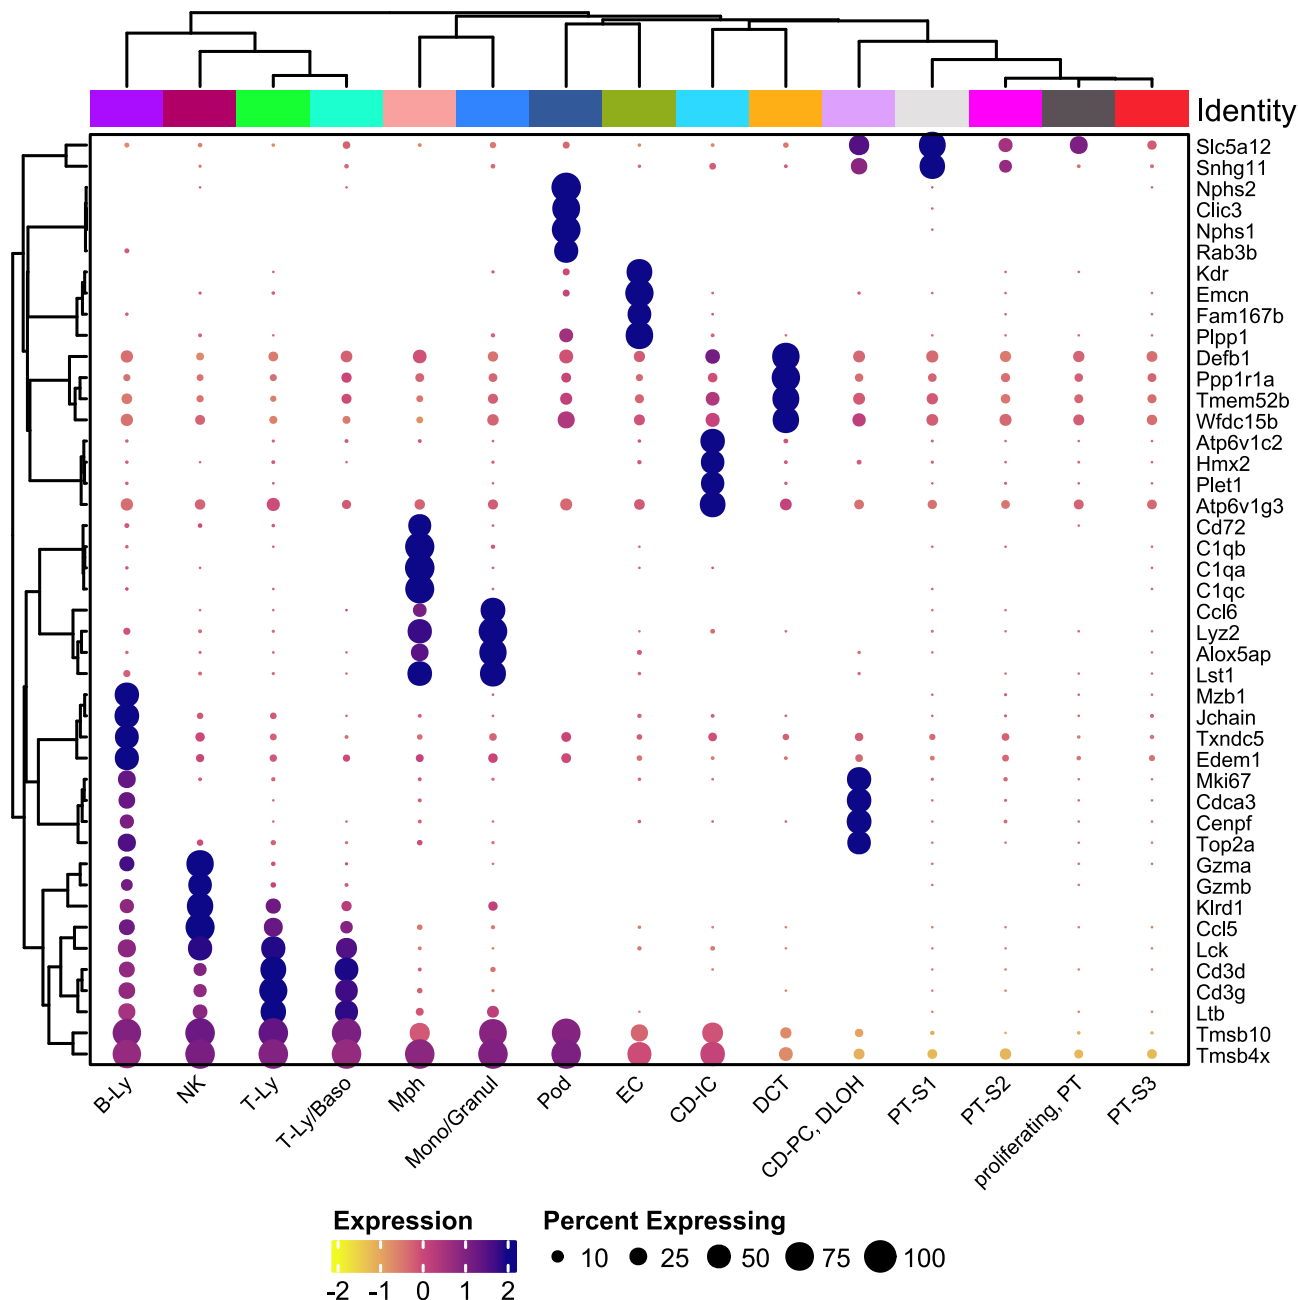

Supplemental Figure 2. Top four transcriptional markers clusters for each of 15 manually annotated clusters of kidney from 7 healthy sex-mixed C57BL/6 mice of single-cell RNAseq dataset GSE107585. Ly, lymphocytes. NK, natural killer cells. Baso, basophils. Mph, macrophages. Pod, podocytes. EC, endothelial cells. CD-IC, collecting duct – intercalated cells. DCT, distal convoluted tubule. PC, principal Cells. DLOH, descending loop of Henle. PT, proximal tubule. S, segment.

A

|    | A        | B         | C         | D        | E      | F      | G            | H       | I         | J          | K            | L           |
|----|----------|-----------|-----------|----------|--------|--------|--------------|---------|-----------|------------|--------------|-------------|
| 1  | POSITIVE | POSITIVE  | NEGATIVE  | NEGATIVE | Blank  | BLC    | CD30L        | Eotaxin | Eotaxin-2 | FAS ligand | Fractalkine  | G-CSF       |
| 2  | POSITIVE | POSITIVE  | NEGATIVE  | NEGATIVE | Blank  | BLC    | CD30L        | Eotaxin | Eotaxin-2 | FAS ligand | Fractalkine  | G-CSF       |
| 3  | GM-CSF   | IFN-gamma | IL1-alpha | IL1-beta | IL2    | IL3    | IL4          | IL6     | IL9       | IL10       | IL12-p40/p70 | IL12-p70    |
| 4  | GM-CSF   | IFN-gamma | IL1-alpha | IL1-beta | IL2    | IL3    | IL4          | IL6     | IL9       | IL10       | IL12-p40/p70 | IL12-p70    |
| 5  | IL13     | IL17      | I-TAC     | KC       | Leptin | LIX    | Lymphotoctin | MCP-1   | M-CSF     | MIG        | MIP-1-alpha  | MIP-1-gamma |
| 6  | IL13     | IL17      | I-TAC     | KC       | Leptin | LIX    | Lymphotoctin | MCP-1   | M-CSF     | MIG        | MIP-1-alpha  | MIP-1-gamma |
| 9  | RANTES   | SDF-1     | TCA-3     | TECK     | TIMP-1 | TIMP-2 | TNF-alpha    | sTNF RI | sTNF RII  | Blank      | Blank        | POSITIVE    |
| 10 | RANTES   | SDF-1     | TCA-3     | TECK     | TIMP-1 | TIMP-2 | TNF-alpha    | sTNF RI | sTNF RII  | Blank      | Blank        | POSITIVE    |

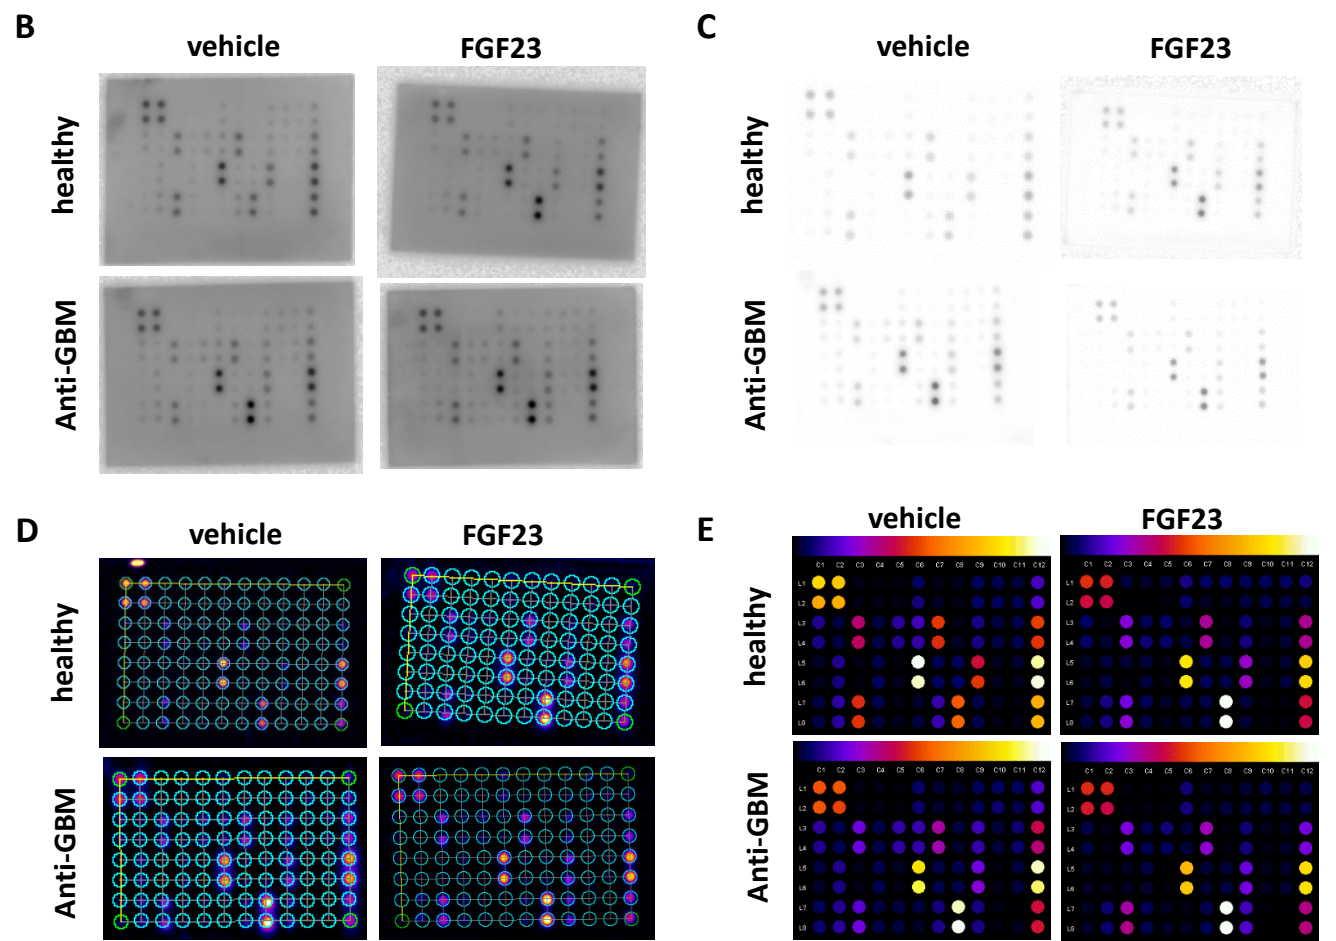

Supplemental Figure 3. Serum cytokine profiling using a colorimetric array for 40 murine proteins in doublets as indicated (A). One representative image per group is shown for digitally raw array scans (B), linear background subtraction (C), autsetting and semi-automated drawing of a grid (D), and quantification indicated by color scale with ascending values from left to right (E). N=4 biological replicates per group. Red rectangle in A shows the two proteins displayed in Figure 4E-F.

**A**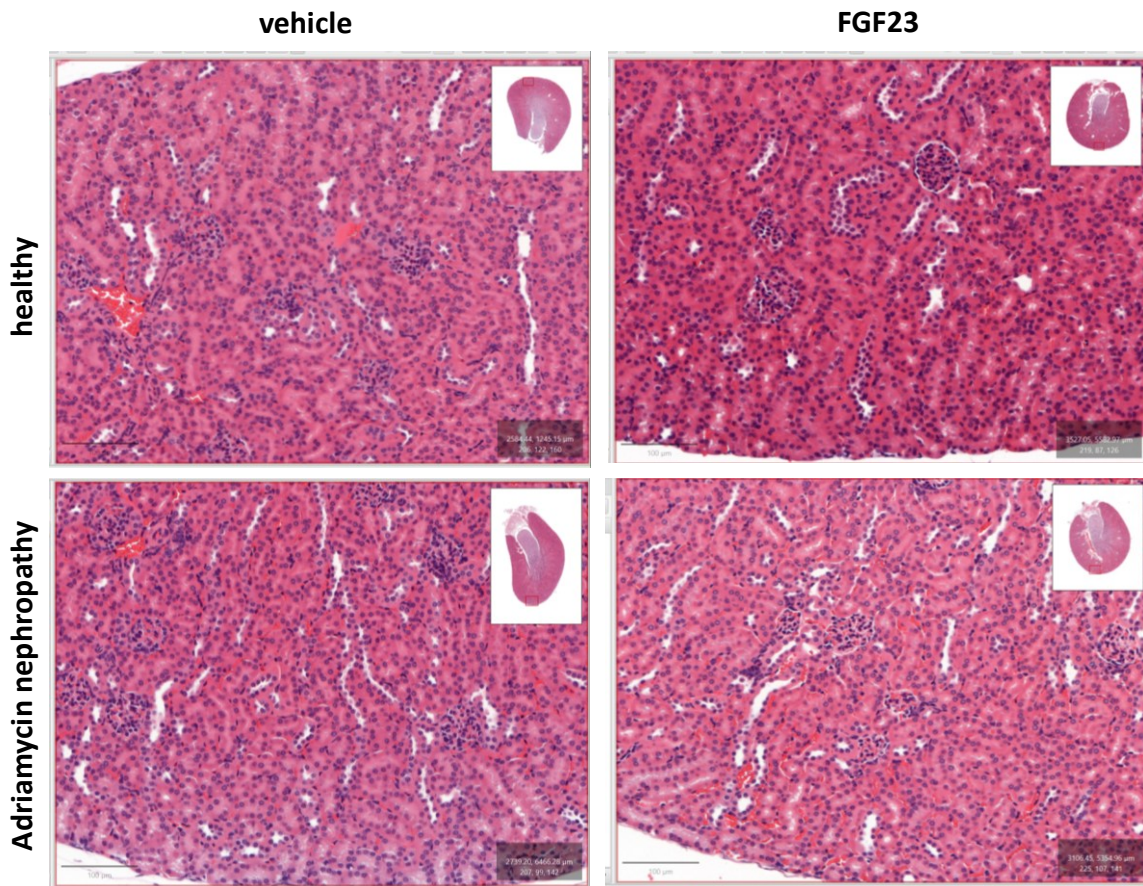**B**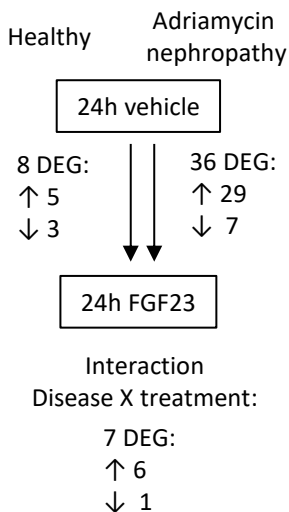

Supplemental Figure 4. Histological assessment of one representative kidney section per group, using Hematoxylin-eosin staining (A). N=4 per group of female BALB/c mice. B displays the number of differentially expressed genes (DEG) in renal bulk RNAseq comparing FGF23/vehicle treatment in healthy mice, in mice with Adriamycin nephropathy, and the interaction between disease state and FGF23/vehicle treatment.

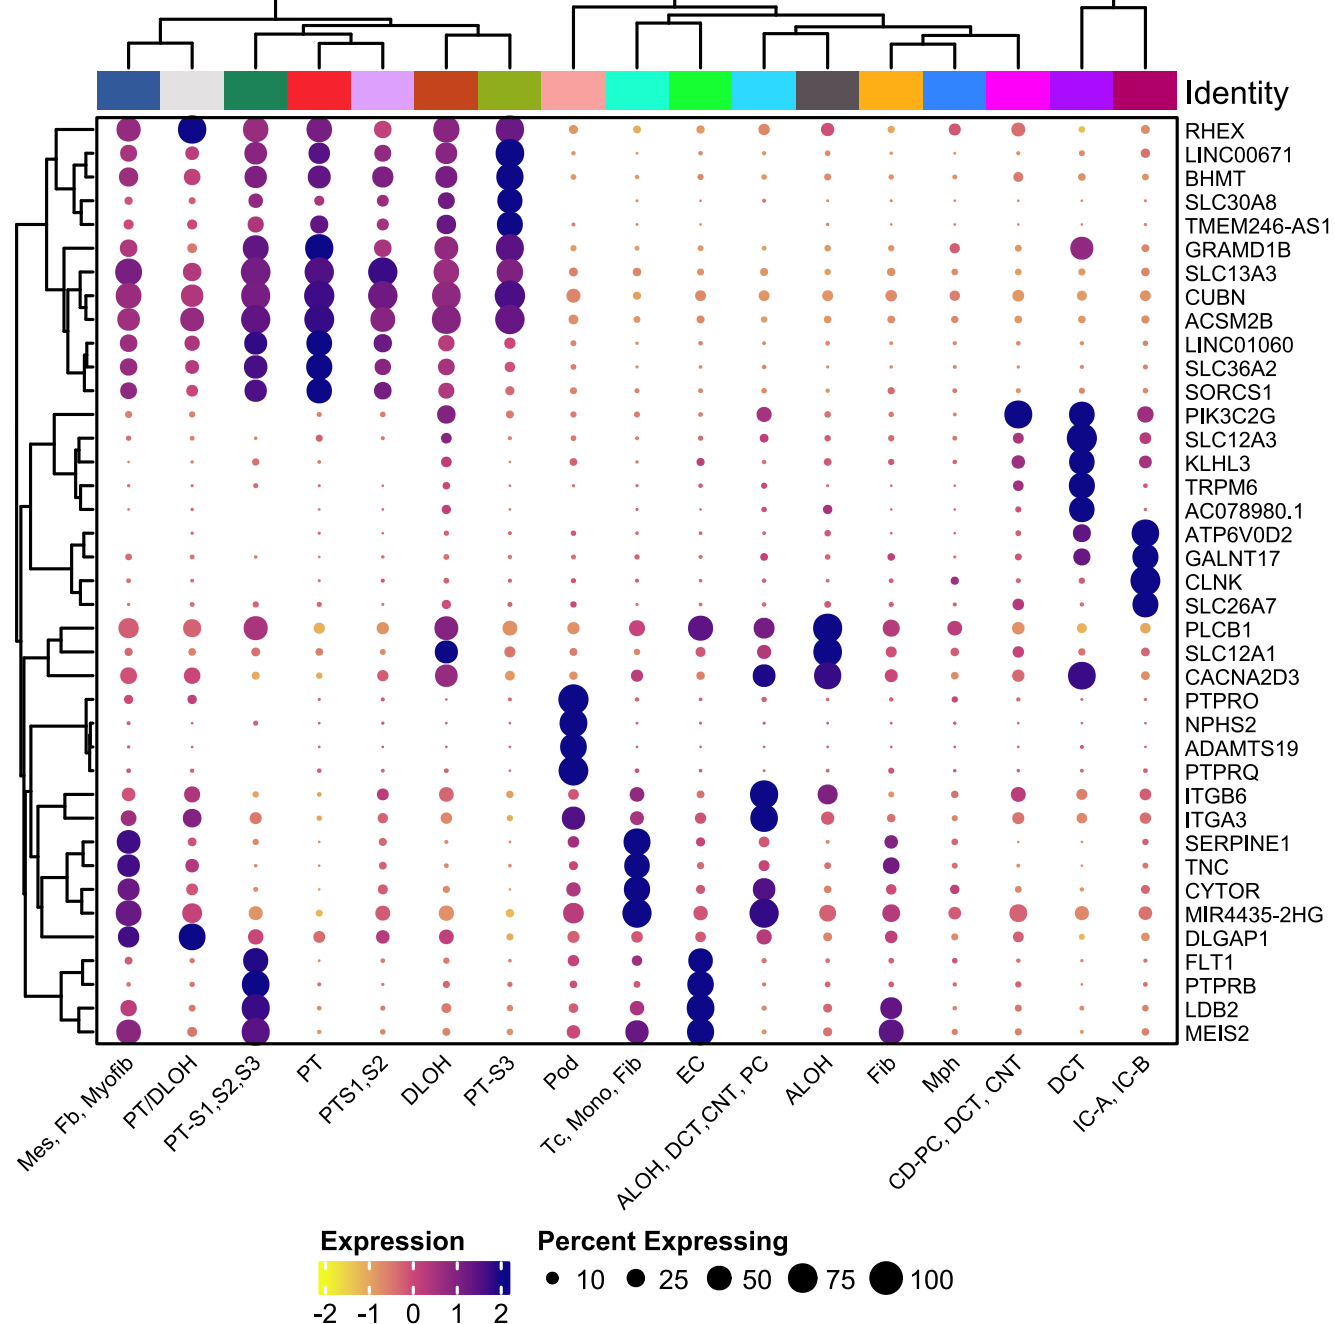

Supplemental Figure 5. Top four transcriptional markers for each of 17 manually annotated clusters of kidney single-nucleus RNAseq dataset GSE199711 from kidney biopsies of 3 patients with chronic kidney disease and 2 controls. Mes, mesangium, Fib, Fibroblast. Myofib, Myofibroblast. PT-S, Proximal Tubule Segment. DLOH, Descending Limb of Henle. Pod, Podocyte. Tc, T-cells. Mono, Monocytes. ALOH, Ascending Limb of Henle. DCT, Distal Convolved Tubule. CNT, Connecting Tubule. PC, Principal Cells. Mph, Macrophages. CD, Collecting Duct. IC, Interlateral Cells.

How the deposited data were processed for this re-analysis (not part of the article)

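Bulk RNA-Seq of 38 libraries was reanalysed: kidneys of 14 male C57BL/6 mice of the anti-GBM experiment, kidneys of 16 female BALB/c mice of the Adriamycin experiment, and 8 cultures of precision-cut kidney slices (PCKS) from DBA/2J mice fed adenine. The authors aligned the reads to GRCm38 with STAR, counted them on Ensembl genes with featureCounts, and deposited the raw counts of 55487 genes without normalization or filtering. That the values are raw read counts was checked on the values: they are whole numbers, the smallest chi-square per degree of freedom between replicates was 2.13, and the counts equal those of the genes in hand of Tables S3, S5 and S6 (1084, 1081 and 1195 genes). Columns not used numbered 0. Gene symbols came from a table of Ensembl identifiers, which named 55141 of them and left 346 without a symbol.

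Samples were assigned to conditions from the sample labels and the column headers of Tables S3, S5 and S6. Mouse NTS14 has a column whose name differs from its label, and Table S3 assigns it. The labels give 1 h for the slices, Table S6 gives 1 h for those with FGF23, and the text gives 24 h. The replicate number of a mouse is that of its column, and mice of different groups share none.

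Counts were scaled by TMM and tested with edgeR's quasi-likelihood test, with filterByExpr (minimum count 10) and Benjamini-Hochberg adjustment within each comparison. The paper's methods name DESeq2, which was run as an alternative. Each experiment was fitted with all its groups: 15859 genes with a common dispersion of 0.0255 in the anti-GBM experiment, 16020 with 0.0132 in the Adriamycin experiment and 15090 with 0.0233 in PCKS. TMM factors ran from 0.891 to 1.14, from 0.964 to 1.03 and from 0.973 to 1.05. The cutoff was an adjusted p of 0.05, together with an absolute log2 fold change of 1 in the anti-GBM experiment. Log2 CPM used a prior count of 2. Groups at or under 3 counts per library were treated as at the floor. Total counts per library were 13704248 to 23630210 in the anti-GBM experiment, 15665050 to 27583911 in the Adriamycin experiment and 11186925 to 16254987 in PCKS. At this depth and these group sizes, the test recovered 179 of 200 changed genes among 15859 simulated on the anti-GBM libraries, 186 of 200 among 16020 on the Adriamycin libraries and 186 of 200 among 15090 on the slices. It called 13, 10 and 10 unchanged genes in these simulations, where DESeq2 called 33, 26 and 38, and edgeR called 0 when nothing was changed. DESeq2 recovered more of the 200 changed genes, with 188, 189 and 190. The simulated changes were at least 2-fold, in genes above a minimum count. On the anti-GBM libraries, edgeR recovered 82 of 100 changes of 2-fold. Genes were called by adjusted p alone, for FGF23 in diseased mice or slices, so recovery of smaller changes and of interactions was not measured. The counts were drawn with dispersions estimated by edgeR, which may favour edgeR over DESeq2.

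In each comparison 34 gene lists in the anti-GBM experiment, 33 in the Adriamycin experiment and 32 in PCKS were tested with limma's camera on edgeR's fit, with a preset correlation of 0.01 and adjustment over the lists. The lists were written without MSigDB, which was not used here, and stand for the pathways the paper names. Cell type scores are means of log2 CPM over the study's own markers and were compared by exact permutation tests. The text names every gene that the study names in its text or labels in Figures 2B, 2C, 2G, 5H and 6C, the 5 genes with the smallest p in each direction past the cutoff of each FGF23 comparison, and a few further genes set beforehand, such as Kl, Ptprc and Adgre1, except for some that are not reported here. The main test, the lists, the markers, the rule for named genes and the alternatives were set before the deposited count table was examined, but with the paper at hand. The test of immunoglobulin V genes was written after the top genes of Table S6, which also holds counts, had been seen.

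The alternatives were another normalization (RLE), no count filter or at least 10 counts in every sample, other cutoffs, adjustment over the 3 FGF23 comparisons combined, a robust fit, only the groups compared, DESeq2 with and without ashr fold changes, fry, fgsea, an estimated correlation in camera, a prior count of 0.5, the replicate number of the slices as a block, and each replicate left out in turn. DESeq2 with combined adjustment, and its ashr values for single genes, were added after the data were seen. Other groupings of the samples numbered 35 where all were counted and 100 where they were drawn.

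R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, ashr 2.2.63 and fgsea 1.28.0 were used. The microarray, single-cell, serum protein, imaging and human data of the paper were not analysed here, and BulkSignalR and Bisque were not run.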

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

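The comparison of interferon genes between the 2 mouse experiments and the test of exchanged slice libraries were chosen only after the results were seen, as was the form of the glucocorticoid test that leaves out the genes the study names.

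Single samples stood apart from the other samples of their group, with a gap to the nearest sample above the 95% limit for a group of 4, in 8 of the 121 groups of values examined, where chance alone would give 6.05. Some of them follow. Among healthy C57BL/6 mice given vehicle, Ccl5 was high in mouse NTS3 (1.54 log2 CPM) and Cxcl10 was low in mouse NTS1 (2.12 log2 CPM). Kl was high in the vehicle-treated anti-GBM mouse NTS5 (9.93 log2 CPM). Among healthy BALB/c mice given FGF23, Dclre1b was high in mouse Ad12 (3.53 log2 CPM) and Il22ra1 was high in mouse Ad10 (1.79 log2 CPM). Kcnk5 was low in the FGF23-treated Adriamycin mouse Ad13 (7.70 log2 CPM), and Ccl3 was high in the FGF23-treated slice 4F (4.22 log2 CPM). The number is near that of chance, and no technical or biological explanation of the single samples was tested.

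The FGF23 effect on the interferon-gamma-type genes differed between the anti-GBM and the Adriamycin mice. The median log2 fold change was 1.57 higher in anti-GBM mice (p = 0.00735 over 2450 permutations of the treatment labels within each experiment), and that of the type I genes was 0.90 higher (p = 0.00531, same permutation test). The experiments differ in strain, sex, disease model and number of injections at once, so none of these biological differences was tested apart from the others. A batch between the experiments is shared by vehicle and FGF23 groups and cancels in each effect. Sequencing depth within the anti-GBM experiment is argued against by the median of 1.21 that the interferon-gamma-type genes kept with total counts as a covariate. In Adriamycin mice, the lower interferon genes stayed within what other splits of the mice give, with a median as large in 10 of 35 splits for the interferon-gamma-type list and in 3 of 35 for the type I list.

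The score of 15 glucocorticoid-induced genes, without those the study names, had a positive interaction of FGF23 and Adriamycin of 0.42 on the log2 scale (permutation p = 0.0392, and 0.118 after adjustment over the 3 explanations weighed for the interaction genes). Within Adriamycin mice the score was 0.30 higher with FGF23 (exact permutation p = 0.114), and within anti-GBM mice it changed by -0.68 (exact permutation p = 0.114), the opposite direction. The whole list of 17 genes, which includes genes that the study names from these samples, was called in Adriamycin mice, with a median log2 fold change of 0.46 and 13 higher (adjusted p = 1.09e-12 in limma's camera test, 0.0120 in fry, 0.00352 with an estimated correlation), and 1 of 35 splits gave as large a median. In the interaction its median was 0.48 (adjusted p = 1.45e-08 in camera, 0.0584 in fry, 0.0180 with an estimated correlation), matched by 3 of 100 draws. In anti-GBM mice the list was lower, with a median of -0.56 (adjusted p = 6.39e-09 in camera, 0.0507 in fry, 0.0865 with an estimated correlation) and 5 of 35 splits. In the interaction with anti-GBM disease its median was -0.85 (adjusted p = 9.75e-08 in camera, 0.225 in fry, 0.170 with an estimated correlation), found in 1 of 100 draws. A difference in stress hormone level between the groups is a possible explanation of the interaction genes of the Adriamycin experiment, and the list tests in that experiment go with it. Tested as a list, the 15 genes without those the study names had a median interaction with Adriamycin of 0.48 (unadjusted p = 5.35e-07 in camera). The explanation remains a hypothesis, since the score without the genes the study names did not pass the adjustment and hormone levels were not analysed here. A difference in the time of dissection was tested with a score of 2 opposed arms of clock genes, with an interaction of -0.61 (permutation p = 0.316) and a change of -0.73 within Adriamycin mice (exact permutation p = 0.114). A list of 19 clock genes, which includes Noct, named by the study, had a median log2 fold change of 0.14 in Adriamycin mice with 11 higher (adjusted p = 0.0240 in camera, 0.222 in fry, 0.205 with an estimated correlation), and 1 of 35 splits gave as large a median. In the interaction its median was 0.08 (adjusted p = 0.0301 in camera, 0.316 in fry, 0.320 with an estimated correlation), matched by 13 of 100 draws. The 2 arms of clock genes are opposed, so tests of all 19 genes in 1 direction cannot decide on a difference in time of day. The score of the 2 arms did not call it. Also tested was another share of cortex and medulla with a score of their genes (permutation p = 0.503). These values exclude neither a difference in time nor one in tissue share, because a difference too small for 4 mice per group stays open. Whether FGF23 itself alters the glucocorticoid response was not tested.

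Xist, which is expressed from the inactive X chromosome of female cells, was at 10.24 to 10.81 log2 CPM in the slice libraries, and the paper's methods describe male DBA/2J mice for adenine nephropathy. Female BALB/c kidneys were at 9.27 to 9.66, and male C57BL/6 kidneys at -3.21 to -1.75. The Y-linked gene Ddx3y had 0 counts in the slices, at most 2 in BALB/c mice and up to 1269 in C57BL/6 mice. So 8 libraries of mice described as male reach the Xist level of females. An exchange of the slice libraries with BALB/c kidney libraries is argued against by a kidney injury score that was at least 8.85 in the slices and at most 4.70 in BALB/c mice, a gap of 4.15 on the log2 scale. The Xist and Ddx3y values argue against male tissue in these 8 libraries. Whether female DBA/2J mice or another source than the methods describe gave the slices remains open and was not tested. The comparison of FGF23 with vehicle within the slices does not depend on the sex, since all 8 libraries share it.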

How the results depend on the processing

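The alternatives with DESeq2 and adjustment over the 3 FGF23 comparisons combined, and the ashr values of single genes, were chosen after the data were seen, and all others were fixed earlier. Among the values that each answer a comparison, 183 kept their direction and their side of the threshold, or stayed within 1.5 times the number of genes, under the alternatives that leave no replicate out. Of the others, 37 numbers of genes or untested values moved further than that, 11 reversed direction, 3 passed the threshold newly and 18 no longer passed it. Among single genes, 158 kept both, 35 passed the threshold that they had not passed, and 2 no longer passed it. The cause of each change below was not tested, unless the alternative itself shows it.

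With DESeq2 the number of genes was 43 for FGF23 in anti-GBM mice (29 with ashr fold changes), 31 for the interaction with anti-GBM disease (23 with ashr), 33 for FGF23 in Adriamycin mice (33 with ashr), 8 in healthy BALB/c mice (8), 7 for the interaction with Adriamycin (7), 580 for the Adriamycin disease effect (580) and 2 in the slices (2). EdgeR gave 25, 5, 6, 0, 0, 310 and 0 for the same comparisons, in this order. With the combined adjustment as well, DESeq2 gave 5 in healthy C57BL/6 mice, 28 for the interaction with anti-GBM disease (23 with ashr), 29 for FGF23 in Adriamycin mice (29), 14 in healthy BALB/c mice (14) and 11 for the interaction with Adriamycin (11). On simulated counts of the 3 experiments, DESeq2 called 33, 26 and 38 unchanged genes where edgeR called 13, 10 and 10. Of the 200 changed genes, DESeq2 recovered 188, 189 and 190, and edgeR 179, 186 and 186. These counts were drawn with dispersions estimated by edgeR, which may favour edgeR.

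Without a count filter, edgeR gave 25 genes for the interaction with anti-GBM disease, 21 for FGF23 in Adriamycin mice, 1 in healthy BALB/c mice, 1 for the interaction with Adriamycin and 2 in the slices. With at least 10 counts in every sample the anti-GBM disease effect had 968 genes, against 1596, since fewer genes were tested. Depth limits genes such as Ccl7, with at most 4 counts per healthy C57BL/6 mouse, where a change with FGF23 was not detectable. Fitting only the groups compared gave 12 genes in anti-GBM mice and 3 in Adriamycin mice, with fewer samples to estimate the spread. Adjustment over the 3 FGF23 comparisons combined gave 8 for the interaction with anti-GBM disease and 2 in Adriamycin mice. RLE normalization gave 3 for the interaction with anti-GBM disease. By adjusted p alone the numbers were 38 in anti-GBM mice and 7665 for the disease effect, and with an added fold change cutoff 1 for FGF23 in Adriamycin mice and 55 for the Adriamycin disease effect, by construction.

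Of the gene lists that camera called in the FGF23 comparisons, fry did not call 9 of 14 in anti-GBM mice, 3 of 3 in healthy C57BL/6 mice, 8 of 12 in the interaction with anti-GBM disease, 9 of 12 in Adriamycin mice, 2 of 2 in healthy BALB/c mice, 8 of 9 in the interaction with Adriamycin and 15 of 15 in the slices, and an estimated correlation did not call 10, 3, 9, 10, 2, 7 and 14 of them. Among these, with the adjusted p under fry and under an estimated correlation, were in anti-GBM mice Toll-like receptor signaling (adjusted p = 0.0767 and 0.251), cytosolic ribosome (0.0793 and 0.251) and oxidative phosphorylation genes (0.186 and 0.355), in Adriamycin mice the interferon-gamma-type genes (adjusted p = 0.563 and 0.469), the type I genes (0.256 and 0.205) and the unfolded protein response (0.563 and 0.523), in the interaction with Adriamycin the interferon-gamma-type genes (0.639 and 0.452) and the type I genes (0.539 and 0.443), and in the slices the interferon-gamma-type genes (0.667 and 0.496). The type I genes in the interaction with anti-GBM disease were not called with an estimated correlation (0.0696). For the anti-GBM genes looked up elsewhere, the unadjusted p of limma's fry was 0.588 in healthy BALB/c mice, 0.152 in Adriamycin mice, 0.164 in the interaction and 0.249 in the slices, and in exact permutations 10, 10 and 14 of 35 splits gave as large a median in the 2 mouse comparisons and the slices, with 22 of 100 permutation draws in the interaction. The interferon-gamma-type genes in healthy C57BL/6 mice passed with fgsea (0.00461). Without the genes the study names, Toll-like receptor signaling in the slices passed (0.0139) and the interferon-gamma-type genes did not (0.155). The similarity of immunoglobulin V genes within treatments was 0.195 with Pearson's correlation and then passed.

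The immune score difference in healthy C57BL/6 mice, near 0, was reversed with RLE normalization (0.0080) and without the markers Jchain (0.0348), Gzmb (0.0077), Cd3d (0.0033), Cd3g (0.0075), Cd72 (0.0012) or Lst1 (0.0122). The macrophage score difference there was reversed with z-scored genes (-7.7e-04) and without C1qa (-0.0047) or C1qb (-0.0246).

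With the replicate number of the slices as a block, 0 genes passed, as without it. The interleukin-12 pathway was reversed under the block, with an adjusted p of 0.977, and the block changed no other call. The deviations of same-numbered slices correlated at 0.107, 0.105, -0.105 and 0.112. These low values of both signs give no clear sign that the numbers pair the slices, and do not exclude it. No paired analysis was possible because the columns carry no replicate number that is shared between groups in the anti-GBM and Adriamycin experiments.

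With 1 replicate left out in turn, the number of genes ran from 11 to 35 in anti-GBM mice, 0 to 1 in healthy C57BL/6 mice (1 without mouse NTS9), 0 to 13 for the interaction with anti-GBM disease, 1521 to 1738 for the anti-GBM disease effect, 1 to 12 in Adriamycin mice, 0 to 4 in healthy BALB/c mice, 0 to 1 for the interaction with Adriamycin (1 without mouse Ad16), 172 to 487 for the Adriamycin disease effect (172 without mouse Ad14, 487 without mouse Ad6) and was 0 throughout in the slices. The adjusted p of the interferon-gamma-type genes ran from 3.10e-06 to 0.818 in healthy C57BL/6 mice, passing in 4 of 7 fits, and from 8.68e-06 to 0.111 in the slices. In anti-GBM mice it stayed between 3.36e-90 and 4.54e-56, and in the interaction between 1.21e-72 and 3.58e-44. In Adriamycin mice it stayed between 1.05e-29 and 0.00583. For Toll-like receptor signaling in the slices it ran from 0.0150 to 0.947, for the interleukin-12 pathway from 0.251 to 0.841, for the unfolded protein response in Adriamycin mice from 0.00459 to 0.107, for chaperone-mediated autophagy from 0.550 to 0.982 in Adriamycin mice and from 0.589 to 0.998 in the interaction, and for the type I genes in healthy C57BL/6 mice from 0.0530 to 1.00. The immune score difference ran from -0.0961 to 0.113 in healthy mice and from 0.241 to 0.461 in the interaction, and the macrophage score difference from -0.118 to 0.173 and from 0.125 to 0.425. The immunoglobulin V similarity ran from 0.0481 to 0.103. The FGF23 effect in anti-GBM mice ran from -0.46 to 0.36 for Havcr1 and from -0.20 to 0.09 for Kl, with reversed values of -0.0392 for Havcr1 and 0.0917 for Kl without mouse NTS5, and -0.459 and 0.0856 without mouse NTS13. Across the fits without 1 replicate, values that answer a comparison stayed the same in 273 cases, 30 moved, 12 were reversed, 10 passed newly and 4 were weaker, and single genes kept their direction and their side of the threshold in 491 cases, 85 were weaker, 4 passed newly and 4 were reversed.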

Differences from the paper's values

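The alternatives named below were set before the data were examined, except those said to be chosen after seeing the values, and no test was chosen for these comparisons alone. Values of single genes read from Table S6 come from the 1195 genes of the copy in hand.

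In anti-GBM mice, 1 gene was lower with FGF23, against the paper's 2. DESeq2 with ashr fold changes gave 2, as did its combined adjustment over the 3 FGF23 comparisons, chosen after seeing the values. No other alternative without a left-out replicate did, with 0 to 6 genes.

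For the interaction of FGF23 and anti-GBM disease, 5 genes passed the cutoff, against the paper's 23. Of the alternatives set before the data were examined, DESeq2 with ashr fold changes gave 23, DESeq2 gave 31 and edgeR without a count filter gave 25, all within 1.5 times the paper's number. Adjusted p alone, combined adjustment, RLE normalization, at least 10 counts in every sample and the robust fit gave 3 to 8. The combined adjustment with DESeq2, chosen after seeing the values, gave 28, and 23 with ashr.

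In Adriamycin mice, 6 genes passed for FGF23, against the paper's about 36 in Supplemental Figure 4B, read by eye. DESeq2 gave 33 with and without ashr fold changes, and 29 with combined adjustment, which was chosen after seeing the values. The other alternatives gave 1 to 21. In healthy BALB/c mice, 0 genes passed, against the paper's about 8 in Supplemental Figure 4B, read by eye. DESeq2 gave 8 with and without ashr, and edgeR's alternatives gave 0 or 1. For the interaction of FGF23 and Adriamycin, 0 genes passed, against the paper's about 7 in Supplemental Figure 4B, read by eye. DESeq2 gave 7 with and without ashr, and edgeR's alternatives gave 0 or 1. In the slices, 0 genes were higher, against the paper's 1. DESeq2 gave 1 with and without ashr, and edgeR's alternatives gave 0.

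Log2 interaction values of single genes in the Adriamycin experiment differed from those in Figure 5H. That of Plk3 was 1.29, against the paper's about 1.0 in Fig. 5H, read by eye. That of Kcnk5 was 0.92, against the paper's about 0.6 in Fig. 5H, read by eye. That of Noct was 1.99, against the paper's about 0.4 in Fig. 5H, read by eye. That of Cmpk2 was -0.63, against the paper's about -0.4 in Fig. 5H, read by eye. That of Il22ra1 was -1.31, against the paper's about -0.7 in Fig. 5H, read by eye. RLE normalization and DESeq2 without ashr did not close these gaps. DESeq2 with ashr fold changes, chosen for single genes after seeing the values, gave 1.03 for Plk3, 0.59 for Kcnk5, 0.40 for Noct, -0.40 for Cmpk2 and -0.72 for Il22ra1. These lie near the values read from Figure 5H, so the gaps go with shrunken fold changes in that figure. Without 1 replicate, Plk3 came within the error in 8 fits, as 1.17 without mouse Ad6 shows, and Kcnk5 in 1, with 0.78 without mouse Ad1.

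In the slices, the log2 fold changes of Table S6 were smaller than those found here. That of Dnase1 was 1.50 against the paper's 0.0741, that of Blnk 0.36 against the paper's 0.0419, that of Ccl3 0.59 against the paper's 0.0391 and that of Igfbp2 1.23 against the paper's 0.0331. That of Hpd was 1.11 against the paper's 0.0202, that of Nol3 0.58 against the paper's 0.0107 and that of Aqp6 0.46 against the paper's 0.0088. None of the alternatives set before the data were examined (RLE normalization and DESeq2) closed these gaps. With DESeq2's ashr fold changes, chosen after seeing the values, Dnase1 was at 0.0741, Blnk at 0.0419, Ccl3 at 0.0391, Igfbp2 at 0.0331, Hpd at 0.0202, Nol3 at 0.0107 and Aqp6 at 0.0088. Each equals its value in Table S6 at the digits given. The gaps therefore go with shrunken fold changes in Table S6, another measure than the unshrunken ones given here.

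Some statements of direction or significance also differed. The paper lists Irf1 among genes whose FGF23 effect differs between anti-GBM and healthy mice, and its adjusted p was 0.0533 with edgeR and 1.86e-05 with DESeq2. It reports Cebpb and Dclre1b as differentially expressed in the interaction with Adriamycin, and their adjusted p was 0.278 and 0.268 with edgeR and 5.40e-04 and 0.00256 with DESeq2. DESeq2 also called Plk3, Arrdc2, Kcnk5, Noct and Il22ra1 there, which edgeR did not. The paper names Ccl4 as significantly increased in the slices, and its adjusted p was 0.849 with edgeR and 0.0148 with DESeq2. Ighv2-2 in the slices was called with DESeq2 (1.40e-06) and not with edgeR. The paper proposes from its enrichment analysis that FGF23 lowers chaperone-mediated autophagy in Adriamycin mice, and the list used here had an adjusted p of 0.964. It reports enrichment of Toll-like receptor signaling and of the interleukin-12 pathway in the slices, and the lists used here had medians of -0.09 and -0.04, on the lower side. It reports an increase of immune cells and macrophages with FGF23 in anti-GBM mice by deconvolution, and the marker scores used here were higher by 0.35 and 0.30 with exact permutation p of 0.0857 and 0.257. The direction is the same, but the scores are another measure than deconvolved fractions. The smallest p that this permutation test allows is 0.0286. The paper also reports both increases by immunofluorescence, which was not analysed here.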

Other observations

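The following tests were chosen only after the result was seen: the covariate fits for depth, kidney injury and cortex against medulla, the splits counted for gene lists and for the anti-GBM genes in other experiments, the pairing of slices 1 with 3 and 2 with 4, the likeness of the slices outside these pairs, and the red-cell genes.

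As to the interferon-gamma-type genes with FGF23 in anti-GBM mice, several technical explanations were weighed. Total counts differed by 0.18 on the log2 scale between the 2 groups (exact permutation p = 0.343), the groups overlapped, and with total counts as a covariate the median log2 fold change was 1.21 (p = 4.89e-05 in limma's fry test). A kidney injury score overlapped as well (difference 0.04, exact permutation p = 0.943) and left a median of 1.13 as a covariate (p = 7.91e-05 in fry). The score of cortex minus medulla genes differed by -0.82 with overlap (exact permutation p = 0.257) and left 1.15 (p = 6.78e-05 in fry). The immune score differed by 0.35 without overlap (exact permutation p = 0.0857) and left a median of 0.89 (p = 5.61e-04 in fry), although 0 single genes then passed the cutoff. These fry p are unadjusted and rest on a model with few mice per group. Without a covariate, 1 of 35 splits gave as large a median. These values argue against depth, kidney injury and the share of cortex and medulla, each as the whole cause. For the immune score they cannot decide, because it separated the groups and its adjustment extrapolates between them. A part of the change may come from more immune cells, since that covariate lowered the median from 1.14 to 0.89. Which cells express the genes remains open in bulk tissue.

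The interferon-gamma-type genes rose more than the type I genes in anti-GBM mice, by 0.63 in the median, and 1 of the 35 splits, the real one, gave a difference as large. The values are consistent with a response of the interferon-gamma type. Some genes respond to both interferons, and interferon itself was not measured.

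Other groupings of the samples were counted for each number of genes. As many genes as in the real groups were found in 2 of 35 splits for FGF23 in anti-GBM mice, and the other split reached 30. The share was 2 of 100 draws for the interaction with anti-GBM disease, 1 of 100 for the anti-GBM disease effect (1596 genes), 1 of 35 for FGF23 in Adriamycin mice and 1 of 100 for the Adriamycin disease effect (310 genes). Where the number was 0, every grouping reached it: 35 of 35 in healthy C57BL/6 mice, 35 of 35 in healthy BALB/c mice, 100 of 100 in the interaction with Adriamycin and 35 of 35 in the slices.

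The same count was made for the medians of gene lists. In anti-GBM mice it was 1 of 35 for the interferon-gamma-type genes, 2 of 35 for the type I genes and 1 of 35 for the ligand-receptor genes. The study chose the ligand-receptor genes on the real split of these samples, so their count is not independent evidence. In healthy C57BL/6 mice the count was 18 and 10 of 35 for the interferon-gamma-type and type I genes. In the interaction with anti-GBM disease it was 1 and 3 of 100. In Adriamycin mice it was 10 and 3 of 35 for the interferon lists, 33 of 35 for chaperone-mediated autophagy and 8 of 35 for the unfolded protein response. In the interaction with Adriamycin it was 25 and 6 of 100 for the interferon lists (medians -0.50 and -0.45, camera adjusted p = 1.62e-12 and 1.75e-13, not called by fry) and 84 of 100 for chaperone-mediated autophagy. In the slices it was 10 of 35 for Toll-like receptor signaling, 20 of 35 for the interleukin-12 pathway and 7 of 35 for the interferon-gamma-type genes. At a share of 0.05 or more, which 2 of 35 exceeds, a median as large is not rare among groupings of the same samples.

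The 24 genes that were higher with FGF23 in anti-GBM mice were looked up in the other experiments, where 23 could be tested. In healthy BALB/c mice 21 were higher, with a median log2 fold change of 0.13. Limma's camera gave 0.0336 and fry 0.588 as unadjusted p, and in an exact permutation 10 of 35 splits gave as large a median. In Adriamycin mice 23 were lower, with a median of -0.42 (p = 1.23e-10 in camera, 0.152 in fry, 10 of 35 splits in the exact permutation). Their interaction with Adriamycin had a median of -0.50 (p = 2.71e-10 in camera, 0.164 in fry, 22 of 100 permutation draws). In the slices 22 were lower and 1 higher, with a median of -0.17 (p = 4.95e-06 in camera, 0.249 in fry, 14 of 35 splits in the exact permutation). In none of these comparisons did a gene pass an adjusted p of 0.05 over all genes.

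Immunoglobulin V genes mark clones of B cells, so slices of 1 animal should share them. Over 150 such genes, the mean correlation across genes between slices of 1 treatment exceeded that between treatments by 0.0766, and 2 of the 35 splits gave as large a difference, a share of 0.0571. Genes are not independent replicates. Slices with the same number were no more alike than others, and a share of 0.833 of the 24 assignments of numbers gave as high a correlation, which argues against the number as the mark of an animal. Slices 1 and 3 and slices 2 and 4 of a treatment deviated together over the other genes (mean correlation 0.21), the highest of 9 pairings, 1 of 9. Over the V genes these pairs had a mean correlation of 0.546 and lay above all other pairs (at least 0.477 against at most 0.445). The other 8 pairs of 1 treatment had a mean of 0.309 and pairs of different treatments one of 0.311, a difference of -0.0024 that stayed between -0.0291 and 0.0245 with each slice left out. This argues against an effect of FGF23 on the V genes as the whole cause of the likeness within treatments, with the limit that the pairs were picked after seeing them. With FGF23, the chi-square per degree of freedom was 24.5 between slices 1 and 3, above 12.7 for slices 2 and 3 and 13.7 for slices 3 and 4. This goes against 1 animal for slices 1 and 3 with FGF23, although slice 1 was further from slices 2 and 4 (43.1 and 43.4). That slices 1 and 3 or 2 and 4 of a treatment share an animal stays open, since 9 pairings are too few for a test and the legend of Figure 6 gives the replicates as biologically independent. The loss of Ighv2-2 counts with FGF23 may then reflect which animal a slice came from, as 2 of 35 splits leave open.

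In Adriamycin mice, 3 haemoglobin and haem synthesis genes were seen to be low with FGF23 (mean -1.39 on the log2 scale, exact permutation p = 0.0286, the smallest that 4 against 4 mice allow). A further 5 red-cell genes that were not used to find this were lower too, with a mean change of -0.75 (exact permutation p = 0.0286). Less blood in the sampled pieces of the FGF23-treated mice is a candidate explanation for these genes. An effect of FGF23 on red cells was not tested, and the lists were chosen after the data were seen.

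Genes of vitamin D metabolism that FGF23 is known to regulate were not called. Cyp24a1 changed by -2.09 on the log2 scale with FGF23 in anti-GBM mice (adjusted p = 0.365 in edgeR's quasi-likelihood test) and by -0.22 in healthy C57BL/6 mice. Cyp27b1 changed by -0.67 and -0.16. The change of Cyp24a1 in anti-GBM mice was -3.58 without the FGF23-treated mouse NTS16 and -1.54 without the vehicle-treated mouse NTS5. Havcr1, an injury gene, changed by 0.13 in anti-GBM mice and was reversed without mouse NTS5 or NTS13.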
